# TCR Repertoire Analysis Reveals Mobilization of Novel CD8^+^ T Cell Clones Into the Cancer-Immunity Cycle Following Anti-CD4 Antibody Administration

**DOI:** 10.3389/fimmu.2018.03185

**Published:** 2019-01-24

**Authors:** Hiroyasu Aoki, Satoshi Ueha, Shigeyuki Shichino, Haru Ogiwara, Shin-ichi Hashimoto, Kazuhiro Kakimi, Satoru Ito, Kouji Matsushima

**Keywords:** anti-CD4 mAb, immune checkpoint inhibitor, TCR repertoire, Cancer-Immunity Cycle, Inter-Organ Clone Tracking

## Abstract

Depletion of CD4^+^ cells using an anti-CD4 monoclonal antibody (anti-CD4 mAb) induces the expansion of tumor-reactive CD8^+^ T cells and strong antitumor effects in several murine tumor models. However, it is not known whether the anti-CD4 mAb treatment activates a particular or a broad spectrum of tumor-reactive CD8^+^ T cell clones. To investigate the changes in the TCR repertoire induced by the anti-CD4 mAb treatment, we performed unbiased high-throughput TCR sequencing in a B16F10 mouse subcutaneous melanoma model. By Inter-Organ Clone Tracking analysis, we demonstrated that anti-CD4 mAb treatment increased the diversity and combined frequency of CD8^+^ T cell clones that overlapped among the tumor, draining lymph node (dLN), and peripheral blood repertoires. Interestingly, the anti-CD4 mAb treatment-induced expansion of overlapping clones occurred mainly in the dLN rather than in the tumor. Overall, the Inter-Organ Clone Tracking analysis revealed that anti-CD4 mAb treatment enhances the mobilization of a wide variety of tumor-reactive CD8^+^ T cell clones into the Cancer-Immunity Cycle and thus induces a robust antitumor immune response in mice.

## Introduction

Immune checkpoint inhibitor treatments such as blocking antibodies against cytotoxic T-lymphocyte associated protein 4 (CTLA-4) and programmed death receptor 1 (PD-1) have produced remarkable clinical effects in several kinds of malignancies (1–3). However, the rate of objective responses to anti-CTLA-4 or anti-PD-1 treatment is still low, and hence, the development of additional therapeutic options for immune checkpoint inhibitor-refractory solid cancer has become an urgent requirement.

CD4^+^ T cells play important roles in both humoral and cellular immune responses to pathogens. However, we and other groups have reported that depletion of CD4^+^ cells using a depleting monoclonal antibody results in strong antitumor effects in murine tumor models (4–6) and induces robust antitumor effects when administered synergistically with immune checkpoint inhibitors including anti-PD-1/PD-L1 antibody and anti-CTLA-4 antibody (7). The antitumor effects induced by anti-CD4 depleting monoclonal antibodies (anti-CD4 mAb) were found to be mediated by CD8^+^ cytotoxic T lymphocytes (CTLs), which increased in the draining lymph node (dLN) and tumor after anti-CD4 mAb treatment (7). The enhancement of CD8^+^ T cell responses can be explained by the depletion of several immunosuppressive CD4^+^ cells including forkhead box P3 (Foxp3)^+^ CD4^+^ regulatory T cells (Tregs) . However, it is not known whether the anti-CD4 mAb treatment expands a part of the highly activated tumor-specific CTL clones or mobilizes a wide variety of tumor-reactive CD8^+^ T cell clones into the antitumor CTL response.

The TCR repertoire, a collection of T cell clones generated by V(D)J recombination in the thymus, would be a novel axis for monitoring T cell responses, because T cell clones specific to particular antigens seem to be the elementary unit of adaptive T cell responses (8). In the field of cancer immunology, several clinical studies have already investigated the relationship between the antitumor effect following immunotherapy and features of the TCR repertoire of peripheral blood lymphocytes (PBL) (9–13) or tumor infiltrating leukocytes (TILs) (14, 15). In anti-CTLA-4 treatment, the diversity of TCR repertoire in PBL increased after treatment (10), and in anti-PD-1 treatment, patients with improved survival showed high pre-treatment TCR repertoire diversity and greater post-treatment expansion of tumor-associated clones in PBL (11). TCR repertoire analysis of TILs revealed that responders to anti-PD-1 treatment increase clonality of the TIL repertoire following treatment (14). In addition, responders to anti-CTLA-4 and anti-PD-1 sequential immune checkpoint blockade showed a higher clonality after anti-CTLA-4 treatment (15). However, despite the advantage in the availability of PBL, the relationship between PBL repertoire and TIL repertoire or antitumor T cell response exerted in the tumor remains unclear.

In the series of steps generating antitumor immunity (i.e., the Cancer-Immunity Cycle), tumor-reactive T cells are primed and activated in the dLN and trafficked via blood circulation to the tumor, where they exercise antitumor responses (16). Therefore, to assess the CD8^+^ T cell clone responses in the context of the Cancer-Immunity Cycle (i.e., the expansion site and inter-tissue migration of tumor-infiltrating clones), the T cell repertoire in the dLN, PBL, and tumor must be analyzed simultaneously. We hypothesized that overlapping CD8^+^ T cell clones between the dLN, PBL, and tumor would reflect the spatiotemporal response of T cell clones in the Cancer-Immunity Cycle. To this end, we investigated the changes in the dLN, PBL, and tumor CD8^+^ T cell repertoires following anti-CD4 mAb treatment using unbiased high-throughput TCR sequencing (TCR-seq) in a B16F10 mouse subcutaneous melanoma model.

## Materials and Methods

### Mice and Cell Lines

Six-week-old female C57BL/6 mice (CD90.2) were purchased from Japan SLC (Hamamatsu, Japan). CD90.1 congenic mice with gp100 melanoma antigen-specific Pmel-1 TCR transgene were purchased from The Jackson Laboratory (Bar Harbor, ME). B16F10 is a gp100^+^ spontaneous murine melanoma cell line, kindly provided by Dr. N. Restifo (National Cancer Institute, MD).

### Tumor Therapy

B16F10 cells (5 × 10^5^ cells /mouse) were inoculated subcutaneously (s.c.) into the right flanks of C57BL/6 mice, which were adoptively transferred with 2 × 10^4^ cells of Pmel-1 TCR transgenic CD8^+^ T cells (CD90.1, TCRVβ13) 10 days previously. Anti-CD4 mAb (clone GK1.5, BioXcell, West Lebanon, NH) was injected intraperitoneally (i.p.) at a dose of 200 μg per mouse on days 5 and 9 after tumor inoculation. In this treatment protocol, the frequency of CD4^+^ T cells decreases from 50- to 100-fold at least from days 7 to 14 following tumor inoculation (7). All animal experiments were conducted in accordance with institutional guidelines with the approval of the Animal Care and Use Committee of the University of Tokyo.

### Flow Cytometry and Cell Sorting

Single-cell suspensions from the dLN, PBL, and tumor were prepared by enzymatic or mechanical dissociation of tissues with or without subsequent density separation on day 14, as described previously (7). Intravascular leukocytes were stained by intravenous injection of fluorophore-conjugated anti-CD45 mAb (3 μg/mouse, clone 30-F11) at 3 min before sacrifice (17). The cellular density of the suspensions was determined using Flow-Count fluorospheres (Beckman Coulter, San Diego, CA) and a Gallios flow cytometer. Cells were pretreated with Fc Block (anti-mouse CD16/CD32 mAb; clone 2.4G2, BioXcell), and then stained with a mix of fluorophore-conjugated anti-mouse mAbs: anti-CD90.1 (clone OX-7), anti-CD4 (clone RM4-4), anti-CD11b (clone M1/70), anti-B220 (clone RA3-6B2), anti-CD44 (clone IM7), anti-CD279 (clone RMP1-30), and anti-CD8a (clone 53-6.7). Purified or fluorochrome-conjugated mAbs were purchased from BD Biosciences (San Jose, CA) or BioLegend (San Diego, CA). For the purification of CD8^+^ T cells, CD4, and lineage (CD11b, CD19, NK1.1, and Ter119) positive cells were depleted using an AutoMACS Separator (Miltenyi Biotec, Bergisch Gladbach, Germany), and CD8^+^ T cells or CD8^+^ CD44^hi^ T cells were then sorted on FACS Aria II (BD Biosciences). The purity of sorted cells was always over 95%. Data were analyzed using FlowJo software (version 10.3; FlowJo, LLC, Ashland, OR).

### High-Throughput Sequencing of the TCR Repertoire in the dLN, PBL, and Tumors

TCR-seq libraries for next generation sequencing (NGS) were prepared from the mRNA of sorted T cell samples. Details of the modified procedure have been described in the Supplementary Material. In short, total mRNA was converted to cDNA using reverse transcriptase, and universal sequences for unbiased PCR amplification were added to the 5′ end by poly-A tailing with the terminal deoxynucleotidyl transferase reaction and subsequent second strand synthesis using a universal primer. The TCR locus was amplified by nested PCR with the universal primer and the TCR constant region-specific primers. Amplified TCR libraries were then fragmented enzymatically and sequencing adaptors and barcodes were added to the TCR libraries using ligation and subsequent PCR. Final TCR libraries with 200–300 base pairs were sequenced using an Ion Proton next generation sequencer (Thermo Fisher Scientific). The raw data from these experiments have been deposited at the NCBI GEO; accession GSE115425. The sequences of primers and adapters are shown in Supplementary Table 1.

### Alignment and Assembly of TCR-seq Data

Sequencing data were processed by MiXCR-1.8.2 (18). Adapter sequences and low-quality reads were trimmed using cutadapt-v1.11 (19) and PRINSEQ-0.20.4 (20). Filtered reads were aligned to ImMunoGeneTics (IMGT) reference mouse TCR V/D/J sequences with the following parameters: -OvParameters.geneFeatureToAlign = VTranscript – OvjAlignmentOrder = JThenV, and identical sequences were then assembled and grouped into clones with PCR and sequencing error correlations using the following parameters: -ObadQualityThreshold = 10.

### Analysis of the TCR Repertoire of CD8^+^ T Cells

The list of final clones generated by MiXCR was analyzed using VDJtools (ver 1.1.1.) (21). Non-functional clones containing a stop codon or frameshift in their receptor sequence were eliminated by the “*FilterNonFunctional*” command in VDJtools. Then, the sequencing coverage of samples, which was defined as the ratio of total reads to the starting number of T cells, was normalized to × 9 in TCRβ and × 5 in TCRα using the “*DownSample*” command in VDJtools. The frequency of Pmel-1 TCR was identified by its CDR3 nucleotide sequence and compared with the frequency of Pmel-1 cells detected by flow cytometry. The Variable (V) and Joining (J) segment of TCRs were represented in IMGT gene nomenclature. The coverage-normalized data have been deposited at the NCBI GEO; accession GSE115425.

### Statistical Analysis

Data are presented as mean ± SE of 5 mice per group, except for PBL of aCD4 group: *n* = 3. Unless otherwise stated, the T cell clones were determined as TCR reads with the same TCR Variable (V) segment, Joining (J) segment, and CDR3 nucleotide sequence. The clonality of the TCR repertoire was calculated as 1-Pielou index, which was calculated using the formula $1+\;\sum_{i=1}^{n}\left(p_{i}*\ln(p_{i}))/\ln(\text{n}\right)$, where *p*_*i*_ is the frequency of clone *i* for a sample with *n* unique clones. Of note, this metric is normalized to the number of unique clones and ranges from 0 to 1. The TCR repertoire diversity was determined as the number of clones whose frequency was higher than 0.01%. Statistical analyses were performed using GraphPad Prism (ver7) software (GraphPad Software, La Jolla, CA, USA). The Pearson product-moment correlation coefficient was calculated to determine the accuracy and reproducibility of our TCR-seq method. For comparisons between the means of two variables, we used two-sided unpaired Student's *t*-tests, with ^*^, ^**^, and ^***^ indicating *P* < 0.05, 0.01, and 0.001, respectively.

## Results

### Unbiased TCR Sequencing of the CD8^+^ T Cell Repertoire in Individual Tumor-Bearing Mice

To investigate the effect of anti-CD4 mAb treatment on the TCR repertoire, we adopted the B16F10 mouse melanoma model (Figure 1A). C57BL/6 mice were adoptively transferred with Pmel-1 CD8^+^ T cells, which express melanoma antigen-specific TCR, 10 days before inoculation with B16F10 tumors. Tumor-bearing mice were left untreated (control) or injected i.p. with anti-CD4 mAb on days 5 and 9 after tumor inoculation (aCD4). On day 14, the unfractionated CD8^+^ T cells in the blood and tumor, and CD44^hi^ CD8^+^ T cells in the dLN were purified for the TCR repertoire analysis (Figures 1B–D). Enrichment of the CD44^hi^ effector/memory population excluded the antigen inexperienced naïve CD8^+^ T cell population that predominates in the dLN. Flow cytometry analyses revealed the successful induction of B16 reactive Pmel-1 CD8^+^ T cells following aCD4 mAb treatment in the dLN CD44^hi^; in the aCD4 group, the frequency of Pmel-1 T cells tended to increase in dLN CD44^hi^ (control; 1.9 ± 0.8%, aCD4; 4.5 ± 1.4%, *P* = 0.18), however, the frequency did not change in the tumor (control; 0.20 ± 0.12%, aCD4; 0.22 ± 0.10%, *P* = 0.91) (Figures 1E,F).

**Figure 1:**
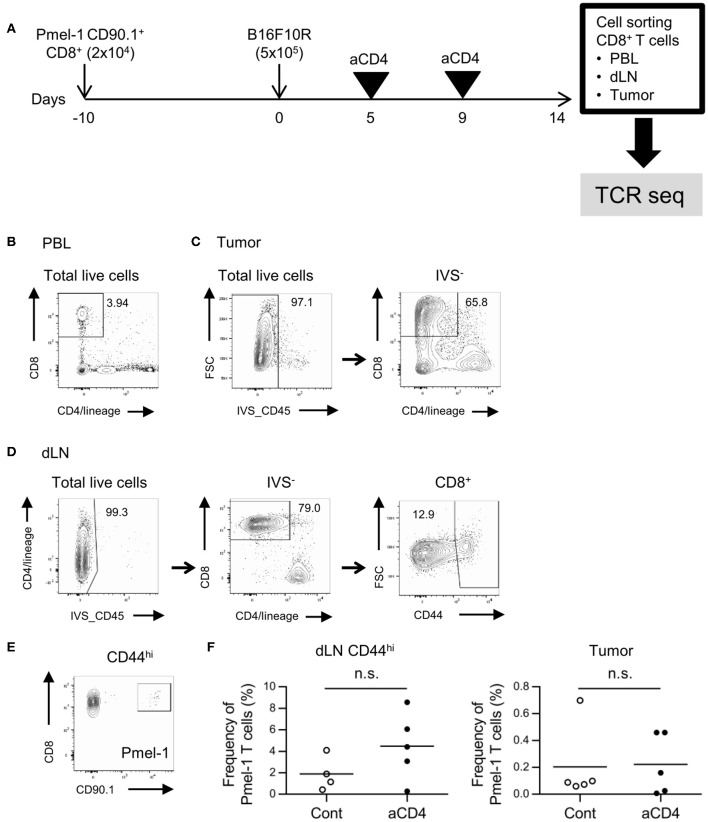
Gating strategy for CD8^+^ T cells in the dLN, PBL, and tumor. **(A)** Experimental procedure. Melanoma antigen-specific TCR (TCRVα1Vβ13; Pmel-1) expressing CD8^+^ T cells with the CD90.1 congenic marker was adoptively transferred 10 days prior to B16F10 tumor inoculation into C57BL/6 mice (CD90.2). Tumor-bearing mice were injected i.p. with anti-CD4 mAb on days 5 and 9, and CD8^+^ T cells in the dLN, PBL, and tumor were isolated using cell sorters. **(B–D)** Flow cytometry plots showing CD8^+^ T cells in the PBL **(B)**, tumor **(C)**, and dLN CD44^hi^ population **(D)**. Numbers in flow-cytometry plots indicate frequencies within parental populations **(B–D)**. A similar gating strategy was used for CD8^+^ T cell isolation using cell sorters. **(E)** Flow cytometry plots showing the CD8^+^ Pmel-1 T cells in the dLN. A similar gating strategy was used in PBL and tumor. **(F)** Frequency of Pmel-1 T cells in dLN CD44^hi^ (left) and tumor (right) by flow cytometry. Two-sided unpaired Student's *t*-tests (*n* = 5, except for dLN CD44^hi^ of aCD4: *n* = 4).

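Sorted CD8+ T cells of 5 control and 5 aCD4 mice gave 65 TCR-seq libraries, of which 28 were of TCRβ and 37 of TCRα. Tumor and dLN CD44 hi libraries covered all 10 mice in both chains, and PBL libraries covered 5 control and 3 aCD4 mice. Whole dLN CD8+ T cells of 4 control and 5 aCD4 mice were read for TCRα alone. A further 4 TCRβ libraries of tumor CD8+ T cells were technical replicates. The authors trimmed the reads, aligned them to the IMGT mouse V, D and J sequences, assembled clones with MiXCR, removed nonfunctional clones and down-sampled the reads to 9 per sorted cell for TCRβ and 5 per sorted cell for TCRα. Each clone was listed with its V segment, J segment, CDR3 sequence, read count and frequency, and these frequencies were used without further normalization. The numbers of sorted cells in Supplementary Tables 2 and 3 differed between the groups, with a median of 49987 dLN CD44 hi cells in control mice and 100000 in aCD4 mice, and of 55502 and 100000 tumor cells. The TCRβ reads listed per dLN CD44 hi library were 242147 to 502391 (median 366555) in control mice and 501252 to 705188 (median 665571) in aCD4 mice. In tumor libraries they were 383547 to 848803 (median 491179) and 833450 to 898784 (median 886352), and in PBL libraries 137914 to 265212 (median 155026) and 120495 to 212842 (median 198633). For TCRα, the dLN CD44 hi libraries listed 143268 to 302953 reads (median 248537) in control mice and 400990 to 498144 (median 497978) in aCD4 mice. The TCRα reads of tumor libraries were 215490 to 486508 (median 277070) and 497548 to 499680 (median 499329), those of PBL libraries 77114 to 147430 (median 86645) and 68857 to 130249 (median 111705), and those of whole dLN libraries 496125 to 498967 (median 498540) and 497622 to 498560 (median 498202). Clones under 5 reads in 27 of the 28 TCRβ libraries and under 3 reads in the 37 TCRα libraries were not listed. The dLN CD44 hi TCRβ library of aCD4 mouse 3 listed no clone under 12 reads and covered 92.0% of its frequency, against a median of 99.6% over the TCRβ libraries. In the 26 TCRβ libraries that list the transferred Pmel-1 clone, the library total behind the frequencies was 0.0231% to 39.5% below the down-sampled reads of Supplementary Table 3. In the other 2 TCRβ libraries, and in the 37 TCRα libraries compared with Supplementary Table 2, both totals were equal to the nearest read. For the leading clone of a tumor, the 95% Wilson interval of its frequency in a single library extended at most 0.228 percentage points to either side. Reads amplified by PCR carry no molecular identifiers, so these intervals cover counting error only. Differences between group means were tested with two-sided exact permutation tests over all splits of the mice, whose smallest p is 0.00794 for 5 against 5 mice and 0.0357 for 5 against 3. Adjusted p values are by the method of Benjamini and Hochberg over the stated number of tests.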

We next prepared unbiased TCR-seq libraries for NGS from the mRNA of sorted CD8^+^ T cell samples (Supplementary Figures 1A,B, Supplementary Table 1) and then the resulting TCR libraries were sequenced using the Ion Proton next generation sequencer with a coverage > 5 × (TCRα) or > 9 × (TCRβ) (Supplementary Tables 2, 3). The accuracy of the sequencing result was certified by Pearson's correlation of the frequency of Pmel-1 cells in NGS reads and flow cytometry. 

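The Pmel-1 TCR, which recognizes the melanoma antigen gp100, was found as TRAV7N-5 TRAJ40 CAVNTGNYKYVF in TCRα and as TRBV14 TRBJ1-6 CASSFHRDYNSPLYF in TCRβ. Its listed TCRβ frequency in dLN CD44 hi was 1.68 ± 1.45% (SD, n = 5 mice) in control mice and 4.49 ± 3.12% in aCD4 mice (two-sided exact permutation test, p = 0.111). In tumors the listed TCRβ frequency was 0.204 ± 0.277% in control mice and 0.223 ± 0.224% in aCD4 mice (exact permutation test, p = 0.905). Over the 10 mice, the TCRβ frequency in dLN CD44 hi was related to the TCRα frequency of the same clone, with Pearson's r = 0.969 (permutation test, p = 9.0e-05, adjusted p = 0.00018 over 2 relations) and Spearman's rho = 0.939 (p = 0.00017, adjusted p = 0.00034). Without the 2 mice farthest from the median TCRα frequency, r was 0.891. In tumors r was 0.829 (permutation test, p = 0.00325, adjusted p = 0.00325), rho was 0.854 (p = 0.00284, adjusted p = 0.00284), and r without the 2 farthest mice was 0.955. In 25 of 26 TCRβ libraries this clone was listed with 3 or fewer significant digits, as were 100 of 2600 other leading clones. When the reads missing from the down-sampled totals were counted as Pmel-1, its TCRβ frequency in dLN CD44 hi was 10.2 ± 7.06% (SD, n = 5) in control and 27.5 ± 15.8% (SD, n = 5) in aCD4 mice (exact permutation test, p = 0.0714). In tumors it was then 1.78 ± 1.8% and 3.18 ± 3.52% (exact permutation test, p = 0.413). These frequencies with the missing reads were related to TCRα with r = 0.981 in dLN CD44 hi (permutation test, p = 1.0e-05, the smallest that the permutations can give, adjusted p = 2.0e-05; rho = 0.976, p = 4.0e-05, adjusted p = 8.0e-05; r = 0.980 without the 2 farthest mice). In tumors r was 0.934 (permutation test, p = 0.00139, adjusted p = 0.00139), rho was 0.863 (p = 0.0023, adjusted p = 0.0023) and r without the 2 farthest mice was 0.949. As mean ± SE, the listed TCRβ frequency of aCD4 dLN CD44 hi was 4.49 ± 1.39% over 5 mice, against 4.5 ± 1.4% by flow cytometry in the paper. The legend there gives 4 mice. Control and aCD4 tumors had 0.204 ± 0.124% and 0.223 ± 0.100%, against 0.2 ± 0.12% and 0.22 ± 0.1%. Control dLN CD44 hi had 1.68 ± 0.650%, against 1.9 ± 0.8%. The listed values may therefore be flow cytometry percentages, so their tests and relation to TCRα may not rest on sequenced reads. Flow cytometry percentages of single mice were not used here. With the missing reads, Pmel-1 lay above the flow cytometry means in dLN CD44 hi (10.2% and 27.5%, against 1.9% and 4.5%). That setting therefore need not give the truer share of cells.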

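The 4 technical replicate libraries of tumor TCRβ, with 386668 to 898567 listed reads, formed a pair of matched sets. Libraries 1-1 and 1-2 shared 866 clones, which held 96.5% and 96.3% of their frequency. Across these clones Pearson's r was 0.870 on log10 frequencies and 0.994 on linear frequencies. Libraries 2-1 and 2-2 shared 1345 clones, which held 85.9% and 86.4% of their frequency, and r was 0.776 on log10 and 0.928 on linear frequencies. These coefficients run across clones, which are not independent replicates, and no p was computed. The other 4 pairings of the libraries shared 6 to 9 clones each. The treatment of the mice behind these libraries is not given in the labels.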

Reproducibility of the sequencing platform was also certified by Pearson's correlation of the frequency of overlapping clones between technical replicate samples (Supplementary Figures 2A–C).

### The CD8^+^ T Cell Repertoire in Tumors Exhibited a Distinctive Structure Compared to dLN and PBL Repertoires

We next investigated the differences in TCR repertoires among the dLN, PBL, and tumor in individual tumor-bearing mice. We first compared the Variable-Joining (V/J) segment usage of TCRβ of CD8^+^ T cells among the dLN CD44^hi^, PBL, and tumor (Figure 2A). 

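In control mice, a single V/J pair held much of the TCRβ repertoire of the tumor. The most frequent pair of each mouse held 16.4 ± 9.45% (SD, n = 5 mice) of the tumor repertoire, 2.90 ± 1.00% of dLN CD44 hi and 4.57 ± 4.71% of PBL. The tumor exceeded the mean of the other compartments by 12.7 percentage points (two-sided exact permutation test over 3003 choices of 5 of the 15 libraries, p = 0.00266, adjusted p = 0.00266 over 5 measures). Evenness of V/J usage, which is 1 when all pairs are equally frequent, was 0.716 ± 0.0733 (SD, n = 5) in the tumor, 0.911 ± 0.00523 in dLN CD44 hi and 0.907 ± 0.0230 in PBL. The tumor value was lower than the mean of the others by more than the spread between mice (exact permutation test, p = 0.000666, the smallest possible, adjusted p = 0.00111). When the compartment labels were permuted within each mouse, p was 0.00823 for both measures, the smallest that 243 arrangements allow. The pair TRBV14 TRBJ1-6 is that of the transferred Pmel-1 clone, and the library totals were below the down-sampled reads in the TCRβ libraries that list this clone. With the reads missing from the totals given to it, a setting chosen after the data were seen, the difference in the most frequent pair was 8.56 percentage points (exact permutation test, p = 0.0586) and that in evenness was -0.173 (p = 0.000666).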

In the tumor repertoire, ribbons connecting the V and J segments were thicker than those in the dLN CD44^hi^ or PBL, indicating that the repertoire in the tumor had a more skewed V/J segment usage than the other two compartments. Similar and clearer trend was observed for the V/J segment usage of TCRα (Supplementary Figure 3A). 

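For TCRα, the most frequent V/J pair held 20.6 ± 14.4% (SD, n = 5 mice) of the control tumor repertoire, 1.38 ± 0.269% of dLN CD44 hi and 6.55 ± 11.8% of PBL. The tumor was 16.7 percentage points above the mean of the other compartments (two-sided exact permutation test, p = 0.0186, adjusted p = 0.0186 over 5 measures). Compared with PBL alone, the difference did not pass the test (exact permutation test, p = 0.119). With labels permuted within each mouse, the tumor against both other compartments gave the smallest p possible (0.00823). In the test over the 15 libraries the call rested on single mice, since the difference was 16.0 without control mouse 1 (exact permutation test, p = 0.0808), 16.3 without mouse 2 (p = 0.0525) and 18.6 without mouse 3 (p = 0.0525). Evenness of TCRα V/J usage was 0.619 ± 0.0995 (SD, n = 5) in the tumor, 0.928 ± 0.00455 in dLN CD44 hi and 0.912 ± 0.0774 in PBL (exact permutation test, p = 0.000666, adjusted p = 0.00167).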

Second, we compared the frequency of the top 5 and top 20% clones in CD8^+^ T cell repertoire among the dLN CD44^hi^, PBL and tumor (Quantile stats, Figure 2B). In the control group, the frequency of the top 5 and top 20% clones in the tumor was higher than those in the PBL and the dLN CD44^hi^ (Figure 2C). 

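A few clones held much of the TCRβ repertoire of control tumors, and the leading clone of each tumor was rare or below the listed minimum in the dLN. The top 5 clones summed to 35.9 ± 12.0% (SD, n = 5 mice) in the tumor, 2.26 ± 1.37% in dLN CD44 hi and 5.70 ± 6.24% in PBL. The tumor exceeded the mean of the other compartments by 31.9 percentage points (two-sided exact permutation test, p = 0.000666, adjusted p = 0.00111 over 5 measures). The top 20% clones held 81.1% to 91.2% of the tumor in single mice, 42.3% to 46.0% of dLN CD44 hi and 42.3% to 52.7% of PBL. This difference was 39.8 percentage points (exact permutation test, p = 0.000666, adjusted p = 0.00111). The leading tumor clone of control mouse 1, TRBV24 TRBJ2-7 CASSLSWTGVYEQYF, held 26.8% of its tumor (95% Wilson interval 26.7% to 26.9%), 0.0233% of its dLN CD44 hi and 0.0447% of its PBL. In control mouse 4, TRBV20 TRBJ2-7 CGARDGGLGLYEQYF held 21.8% of the tumor, 12.5% of PBL and 0.00491% of dLN CD44 hi. The leading clones of the other tumors were TRBV14 TRBJ2-1 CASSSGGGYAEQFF at 10.0% in mouse 2, TRBV16 TRBJ2-4 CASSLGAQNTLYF at 8.72% in mouse 5 and TRBV4 TRBJ2-3 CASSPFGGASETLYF at 8.43% in mouse 3. Of the 5 leading clones, 2 were listed in dLN CD44 hi and 3 in PBL of the same mouse.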

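In the TCRα repertoire of control mice, the top 5 clones summed to 42.1 ± 14.2% (SD, n = 5 mice) in the tumor, 2.15 ± 0.531% in dLN CD44 hi and 9.22 ± 12.8% in PBL. The tumor exceeded the mean of the other compartments by 36.4 percentage points (two-sided exact permutation test, p = 0.00133, adjusted p = 0.00167 over 5 measures). For the top 20% clones the difference was 39.1 percentage points (exact permutation test, p = 0.000666, adjusted p = 0.00167). A single clone of control mouse 4, TRAV6D-5 TRAJ30 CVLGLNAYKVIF, held 44.6% of its tumor (95% Wilson interval 44.4% to 44.7%), 27.6% of its PBL (27.4% to 27.9%) and 0.0118% of its dLN CD44 hi. In the other control tumors the leading TCRα clones were TRAV14N-3 TRAJ32 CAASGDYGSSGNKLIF at 19.0%, TRAV14N-3 TRAJ30 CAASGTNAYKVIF at 14.1%, TRAV14D-3-DV8 TRAJ30 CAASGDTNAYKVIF at 10.0% and TRAV9D-2 TRAJ33 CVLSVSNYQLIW at 6.76%.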

TCRα repertoire also showed similar tendencies (Supplementary Figures 3B,C). These observations suggested that oligoclonal expansion of CD8^+^ T cells occurred in the tumor.

**Figure 2:**
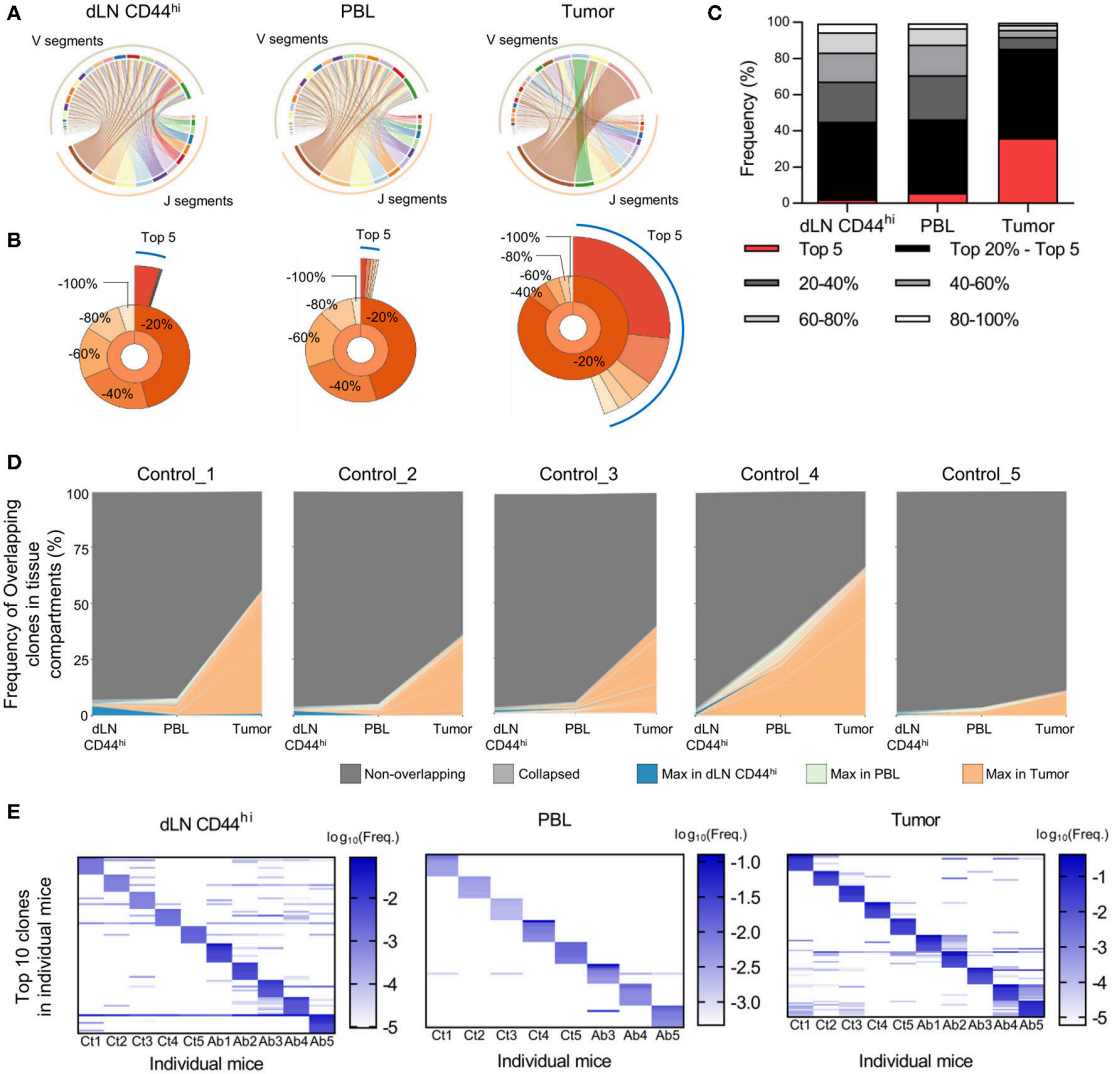
Differences in TCR repertoires between the dLN, PBL, and tumor in tumor-bearing mice. Mice bearing B16F10 tumors were analyzed on day 14 after tumor inoculation. **(A)** V/J segment usage plots of the dLN CD44^hi^, PBL, and tumor repertoires of a control mouse. Ribbons connecting the V and J segments are scaled by the corresponding V/J pair frequency. **(B)** Quantile statistics of the dLN CD44^hi^, PBL, and tumor in a control mouse. The second layer of the pie chart displays the combined frequency of the top 20, 20–40, 40–60, 60–80, and 80–100% clones. The third layer displays the individual frequency of the top 5 clones. **(A,B)** are figures depicting data from the same mouse. **(C)** Average of quantile statistics in control mice (*n* = 5). **(D)** IOCT analysis in individual control mice. The top 100 overlapping clones in at least two compartments are colored by the tissue compartment in which their frequency was the highest, whereas the clones whose frequencies were below the top 100 are shown as light gray and labeled “Collapsed” in the figure legend. **(E)** Variability of TCR repertoire between individual mice in the dLN CD44^hi^, PBL, and tumor. The top 10 clones of individual mice were plotted on the heat map. Each column and row represent the individual mice and clones, respectively. Colors represent the log_10_ scaled frequency of clones in each mouse as indicated by a color scale. Undetected clones are colored white. **(A–C)** present the data of control group. In **(E)** T cell clones were determined as the TCR reads with the same TCR V segment, J segment, and CDR3 amino acid sequence. All figures present the data for TCRβ.

### A Small Fraction of the T Cell Repertoire in dLN or PBL Was Enriched in the Tumor

To follow the spatiotemporal response of CD8^+^ T cells in the Cancer-Immunity Cycle with respect to the TCR repertoire, we performed IOCT analysis on TCRβ repertoire by plotting the frequencies of overlapping clones in each tissue compartment (Figure 2D). On an average, 144 ± 62 clones were overlapped in at least two compartments of the control group. 

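A mean of 144 ± 61.5 (SD, n = 5 mice) TCRβ clones per control mouse were found in 2 or 3 of the compartments. Together they held 41.8 ± 21.1% (SD, n = 5) of the tumor, 3.61 ± 2.04% of dLN CD44 hi and 10.7 ± 12.1% of PBL. The tumor value was 34.6 percentage points above the mean of the others (two-sided exact permutation test, p = 0.00133, adjusted p = 0.00167 over 5 measures). With labels permuted within each mouse it was at the smallest p possible.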

The combined frequency of overlapping clones was highest in the tumor (41.9 ± 21.1%), and was relatively low in the dLN CD44^hi^ (3.6 ± 2.0%) and PBL (10.8 ± 12.1%). 

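For TCRα, 163.4 ± 71.8 (SD, n = 5 mice) clones per control mouse were found in 2 or 3 compartments. They held 50.4 ± 20.2% (SD, n = 5) of the tumor, 5.45 ± 2.05% of dLN CD44 hi and 18.1 ± 17.6% of PBL. The difference of the tumor from the mean of the others was 38.7 percentage points (two-sided exact permutation test, p = 0.00133, adjusted p = 0.00167 over 5 measures).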

TCRα repertoire also showed similar tendencies (Supplementary Figure 3D). These results suggest that only a small fraction of clones in the dLN CD44^hi^ or PBL accumulated in the tumor. In addition, we examined the variability of TCR repertoire between individual mice. To this end, we compared the frequency of top 10 TCRβ clones of the dLN CD44^hi^, PBL, and tumor between individual mice (Figure 2E). 

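The shared clones that ranked highest in control tumors were rare in dLN CD44 hi. In mouse 4, TRBV13-1 TRBJ2-1 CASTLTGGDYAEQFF held 17.3% of the tumor and 0.0323% of dLN CD44 hi. In mouse 1, TRBV1 TRBJ1-4 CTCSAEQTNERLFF held 8.57% and 0.0184%, and in mouse 3, TRBV19 TRBJ1-1 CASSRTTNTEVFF held 6.96% and 0.00415%. Ranked by frequency in dLN CD44 hi, the 5 highest overlapping clones of control mice were all the transferred Pmel-1 clone, from 0.440% in mouse 5 to 4.10% in mouse 1. In the tumors of these mice it was listed at 0.0600% to 0.700%.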

We observed that many of top 10 clones in one individual did not exist or existed at a very low frequency in the others, particularly in the PBL and tumor repertoire. Moreover, the combined frequency of public clones (i.e., clones shared between at least two mice) in each repertoire was variable between mice in the tumor (9.0–88.0%, mean = 48.2%), and was relatively small in dLN CD44^hi^ and PBL (dLN CD44^hi^; 18.0–31.9%, mean = 23.1%, PBL; 2.0–5.4%, mean = 3.3%). Therefore, the TCR repertoire should be analyzed for each individual and the repertoire of the same treatment group or tissue compartment should not be pooled. However, this tendency was less clear in the TCRα repertoire in the dLN CD44^hi^ and tumor, suggesting the presence of public clones in TCRα repertoire of C57BL/6 mice inoculated with B16F10 melanoma (Supplementary Figure 3E).

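Most leading TCRβ clones of PBL belonged to 1 mouse, with 77 of 80 top 10 clones found in the PBL of no other mouse. In dLN CD44 hi 57 of 100 and in the tumor 40 of 100 top 10 clones were found in no other mouse. Counted over single comparisons with another mouse, a top 10 clone was found in 7 of 560 in PBL (1.25%), 122 of 900 in tumors (13.6%) and 158 of 900 in dLN CD44 hi (17.6%). These counts include the transferred Pmel-1 clone, listed in dLN CD44 hi of 5 of 5 control and 5 of 5 aCD4 mice at 0.29% to 8.58%. The order of tumor and dLN CD44 hi without this clone was not computed. TCRβ libraries listed 334 to 2127 clones in PBL and 2055 to 15471 in dLN CD44 hi. Compartments were not brought to equal depth, which limits their comparison here and in the shares of public clones below. Of the tumor clones found in another tumor, 108 of 122 were under 0.1% there, and their median frequency was 0.0121%. Clones were defined by V segment, J segment and CDR3 amino acid sequence. Apart from the transferred Pmel-1 clone, which was listed in 10 of 10 tumors, the most widely shared TCRβ clonotype was TRBV19 TRBJ2-4 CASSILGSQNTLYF. It was found in 9 of 10 tumors with 9 nucleotide sequences and reached 21.4% in aCD4 mouse 2. TRBV19 TRBJ2-7 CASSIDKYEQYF followed in 7 tumors with 3 nucleotide sequences and a highest frequency of 1.75%. TRBV12-1 TRBJ2-7 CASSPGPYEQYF was found in 6 tumors with 5 nucleotide sequences, at up to 6.79%.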

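Public TCRβ clones, found by V segment, J segment and CDR3 amino acid sequence in 2 or more mice, held 8.95% to 87.9% of the tumor repertoire, with a mean of 48.1 ± 28.1% (SD, n = 10 mice). This mean covers 27.6 ± 17.4% (SD, n = 5) in control and 68.7 ± 20.3% (SD, n = 5) in aCD4 tumors, which were not compared by a test. They held 22.1 ± 3.60% (SD, n = 10, range 17.5% to 28.3%) of dLN CD44 hi and 3.24 ± 1.1% (SD, n = 8, range 1.96% to 5.40%) of PBL. When clones were matched by nucleotide sequence instead, the mean was 11.0% in dLN CD44 hi and 0.735% in PBL, and when they were matched within a treatment group only, it was 2.02% in PBL. The transferred Pmel-1 clone counts among the public clones, alone listed at 1.68 ± 1.45% (SD, n = 5) of control and 4.49 ± 3.12% of aCD4 dLN CD44 hi. Of 176 matches of tumor clones of at least 1% with the tumor of another mouse, 113 had the same nucleotide sequence (64.2%). Among clones of any listed frequency, the share was 98 of 336 matches in PBL (29.2%) and 7854 of 27088 in dLN CD44 hi (29.0%). The tumor share covers clones of at least 1% only, so these shares differ in clone size as well as in compartment. In 5 of 90 ordered pairs of tumors, at least 10 of the 20 leading TCRβ clones of one tumor were found in the other. When clones with at least 50 times more reads in a library of another mouse were left out, a setting chosen after the data were seen, public clones held 16.1% of the tumor on average.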

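Public clones held more of the TCRα repertoire, at 37.9 ± 1.46% (SD, n = 10 mice, range 36.4% to 40.4%) of dLN CD44 hi, 57.4 ± 26.5% (SD, n = 10, range 11.0% to 91.9%) of the tumor and 9.47 ± 2.71% (SD, n = 8, range 4.77% to 13.0%) of PBL. The tumor mean covers 36.8 ± 19.4% (SD, n = 5) in control and 78.0 ± 12.1% (SD, n = 5) in aCD4 tumors. These groups were not compared by a test. With nucleotide matching the mean was 26.6% in dLN CD44 hi and 6.37% in PBL, and with matching within a treatment group 5.82% in PBL. The Pmel-1 clone counts here too, at 0.611 ± 0.611% (SD, n = 5) of control and 2.94 ± 1.96% of aCD4 dLN CD44 hi. Of the top 10 TCRα clones, 19 of 100 in dLN CD44 hi, 34 of 100 in the tumor and 62 of 80 in PBL were found in no other mouse. Clonotypes of TRAV6D-7 and TRAJ30 that differ at 1 CDR3 residue led the shared tumor repertoire. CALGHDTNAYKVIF, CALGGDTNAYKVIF and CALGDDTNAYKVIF were each found in 10 of 10 tumors with 4 nucleotide sequences. The first held 7.53 ± 4.85% (SD, n = 5) of control tumors and 12.8 ± 9.59% of aCD4 tumors (two-sided exact permutation test, p = 0.317), and the last held 1.74 ± 1.50% and 3.44 ± 4.12% (p = 0.476). Other clonotypes were widespread at low frequency in tumors and higher in dLN CD44 hi. TRAV14N-1 TRAJ22 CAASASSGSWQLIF, in 9 tumors, held 0.847 ± 0.141% (SD, n = 5) of control and 0.647 ± 0.117% of aCD4 dLN CD44 hi (exact permutation test, p = 0.0476). TRAV12D-3 TRAJ23 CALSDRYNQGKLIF, also in 9 tumors with 7 nucleotide sequences, held 0.728 ± 0.147% and 0.428 ± 0.0527% (exact permutation test, p = 0.00794). These clone tests are not adjusted for the number of clonotypes.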

### Anti-CD4 mAb Treatment Increases the High Frequency Clones in dLN

In order to understand the changes in the CD8^+^ T cell repertoire following anti-CD4 mAb treatment, we compared the TCRβ repertoire of CD8^+^ T cells in each compartment alone between the control and aCD4 groups. 

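The most frequent TCRβ clones held more of the dLN CD44 hi repertoire in every aCD4 mouse than in any control mouse. The top 20% clones summed to 44.9 ± 1.54% (SD, n = 5 mice) in control mice and 60.2 ± 3.67% (SD, n = 5) in aCD4 mice. The difference was 15.2 percentage points (two-sided exact permutation test, p = 0.00794, the smallest possible, adjusted p = 0.0357 over 9 measures). With the TCRβ reads missing from the library totals given to the transferred Pmel-1 clone, a setting chosen after the data were seen, the sums were 49.7% and 69.8% (exact permutation test, p = 0.00794). The top 5 clones alone summed to 9.84 ± 1.51% (SD, n = 5) in aCD4 mice.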

In the aCD4 group, the frequency of the top 20% clones among dLN CD44^hi^ T cells increased significantly (Figure 3A; control; 44.9 ± 0.7%, aCD4; 61.5 ± 1.4%, *P* < 0.0001). The frequency distribution of the top 300 clones is depicted to analyze the repertoire structure more precisely (Distribution plot, Figure 3B). In the dLN CD44^hi^, the aCD4 group exhibited an upward shift of the distribution plot, which suggested the increase of high frequency clones in the dLN of anti-CD4 mAb treated mice. 

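The clone of rank 10 in dLN CD44 hi had a frequency of 0.110 ± 0.0565% (SD, n = 5 mice) in control mice and 0.419 ± 0.0766% in aCD4 mice (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0119 over 3 ranks). At rank 100 the frequencies were 0.0670 ± 0.0311% and 0.0675 ± 0.00823% (exact permutation test, p = 0.984, adjusted p = 0.984). At rank 300 the order was reversed, with 0.0473 ± 0.0178% (SD, n = 5) in control mice and 0.0274 ± 0.00231% in aCD4 mice (exact permutation test, p = 0.00794, adjusted p = 0.0119). The number of clones of at least 0.1% was 38.6 ± 70.0 (SD, n = 5) in control mice and 62.2 ± 15.0 in aCD4 mice (exact permutation test, p = 0.524, adjusted p = 0.786 over 3 compartments). This number rested on control mouse 5, without which aCD4 mice had 54.7 more such clones (exact permutation test, p = 0.0159).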

Then, to clarify the changes in repertoire structure following the anti-CD4 mAb treatment, the clonality and diversity of the repertoire were compared in each compartment (Figures 3C,D). Clonality was calculated as the 1-Pielou index, which is inversely proportional to diversity, i.e., a higher clonality index indicates a more uneven repertoire structure generated by the increase of selected clones. 

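Clonality of the dLN CD44 hi TCRβ repertoire was 0.0419 ± 0.00730 (SD, n = 5 mice) in control mice and 0.137 ± 0.0358 in aCD4 mice, with no overlap between the groups (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0357 over 9 measures). Clonality was computed on listed frequencies without rescaling. In the library of aCD4 mouse 3 these summed to 92.0%, which affects its value. The number of clones above 0.01% was 3377 ± 858 (SD, n = 5) in control mice and 1817 ± 486 in aCD4 mice (exact permutation test, p = 0.0238, adjusted p = 0.0714). When the reads missing from the library totals were given to the transferred Pmel-1 clone, a setting chosen after the data were seen, clonality was more than 2 times higher in both groups, at 0.0980 and 0.302, and diversity was 3046 and 1166 clones (exact permutation test, p = 0.0159 for both). At equal reads per library, diversity still differed by -1430 clones (exact permutation test, p = 0.0238). It depended on the number of cells and on the threshold. In equal numbers of cell equivalents the groups differed by -962 clones (exact permutation test, p = 0.0873), and above 0.005% aCD4 mice had 245 clones more (exact permutation test, p = 0.802).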

In dLN CD44^hi^, the aCD4 mice exhibited higher clonality (control; 0.042 ± 0.003, aCD4; 0.129 ± 0.008, *P* < 0.0001) and lower diversity (control; 3,377 ± 384, aCD4; 1817 ± 217, *P* = 0.0076), which matched the changes in the distribution plots of the aCD4 mice. The TCRα repertoire showed similar tendencies, and these anti-CD4 mAb treatment-induced changes in repertoire structure were detected more clearly in dLN CD44^hi^ rather than in the whole dLN (Supplementary Figures 4A–D). In contrast to the dLN repertoire, the PBL, and tumor repertoires of the aCD4 group did not show such clear tendencies in the frequency of the top 20% clones, distribution plots, clonality, and diversity (Figures 3A–D and Supplementary Figures 4A–D).

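In TCRα, the top 20% clones of dLN CD44 hi summed to 45.5 ± 1.10% (SD, n = 5 mice) in control mice and 58.3 ± 3.38% in aCD4 mice (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0476 over 12 measures). Clonality was 0.0391 ± 0.00404 and 0.0932 ± 0.0150 (same test and p), and diversity was 3207 ± 854 and 2724 ± 544 clones (exact permutation test, p = 0.294, adjusted p = 0.352). Counted above 0.02%, the difference in diversity was -925 clones (exact permutation test, p = 0.00794). In the whole dLN of 4 control and 5 aCD4 mice, the top 20% clones summed to 43.1 ± 1.26% and 49.1 ± 2.03% (exact permutation test, p = 0.0159, adjusted p = 0.0635). Clonality of the whole dLN was 0.0359 ± 0.00585 and 0.0481 ± 0.00519 (exact permutation test, p = 0.0317, adjusted p = 0.0952). Leaving out any 1 of control mice 2, 3 and 4 or of aCD4 mice 1, 3, 4 and 5 ended this call, with differences of 0.0101 to 0.0128. Diversity of the whole dLN was 3400 ± 504 and 3799 ± 263 clones (exact permutation test, p = 0.159, adjusted p = 0.272), and its sign depended on the threshold, with differences of 1582 clones above 0.005% (exact permutation test, p = 0.0317) and -701 above 0.02% (p = 0.0159). The difference in effect between dLN CD44 hi and whole dLN was not tested.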

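In tumors, the top 20% TCRβ clones summed to 85.4 ± 3.70% (SD, n = 5 mice) in control mice and 91.1 ± 6.76% in aCD4 mice (two-sided exact permutation test, p = 0.143, adjusted p = 0.314 over 9 measures). Tumor clonality was 0.356 ± 0.0807 and 0.455 ± 0.117 (exact permutation test, p = 0.175, adjusted p = 0.314), and tumor diversity was 909 ± 284 and 602 ± 445 clones (exact permutation test, p = 0.230, adjusted p = 0.321). Without aCD4 mouse 3, tumors of aCD4 mice were higher by 8.58 percentage points in the top 20% clones and their diversity fell by 502 clones (exact permutation test, p = 0.0159 for both). In PBL of 5 control and 3 aCD4 mice, the top 20% clones summed to 46.4 ± 4.16% and 50.9 ± 5.04% (exact permutation test, p = 0.250, adjusted p = 0.321). PBL clonality was 0.0670 ± 0.0352 and 0.0801 ± 0.0415 (exact permutation test, p = 0.607, adjusted p = 0.683), and PBL diversity was 1140 ± 627 and 1307 ± 497 clones (exact permutation test, p = 0.786, adjusted p = 0.786). The aCD4 effect on clonality in dLN CD44 hi minus that in the tumor was -0.00312, and a permutation of the group labels of whole mice gave an exact p of 0.960. Its sign was not fixed. It was 0.103 with the missing reads given to the Pmel-1 clone, a setting chosen after the data were seen (exact permutation test, p = 0.381), and -0.0561 to 0.0456 when 1 mouse was left out, so equal effects are not shown.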

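For TCRα in tumors, the top 20% clones summed to 85.3 ± 4.48% (SD, n = 5 mice) and 92.1 ± 6.01% (two-sided exact permutation test, p = 0.0952, adjusted p = 0.190 over 12 measures). Tumor clonality was 0.377 ± 0.106 and 0.510 ± 0.112 (exact permutation test, p = 0.0714, adjusted p = 0.171), and diversity was 895 ± 226 and 547 ± 432 clones (exact permutation test, p = 0.183, adjusted p = 0.274). Without aCD4 mouse 3 the differences were 9.38 percentage points in the top 20% clones (exact permutation test, p = 0.0159), 0.171 in clonality (p = 0.0317) and -536 clones in diversity (p = 0.0317). Without control mouse 4, that in clonality was 0.175 (exact permutation test, p = 0.0317). TCRα of PBL gave 46.9 ± 8.55% and 50.9 ± 9.25% for the top 20% clones (exact permutation test, p = 0.286, n = 5 and 3), 0.0842 ± 0.0831 and 0.0973 ± 0.0757 for clonality (p = 0.893), and 725 ± 331 and 780 ± 232 clones for diversity (p = 0.821). The adjusted p of these PBL measures were 0.352, 0.893 and 0.893.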

**Figure 3:**
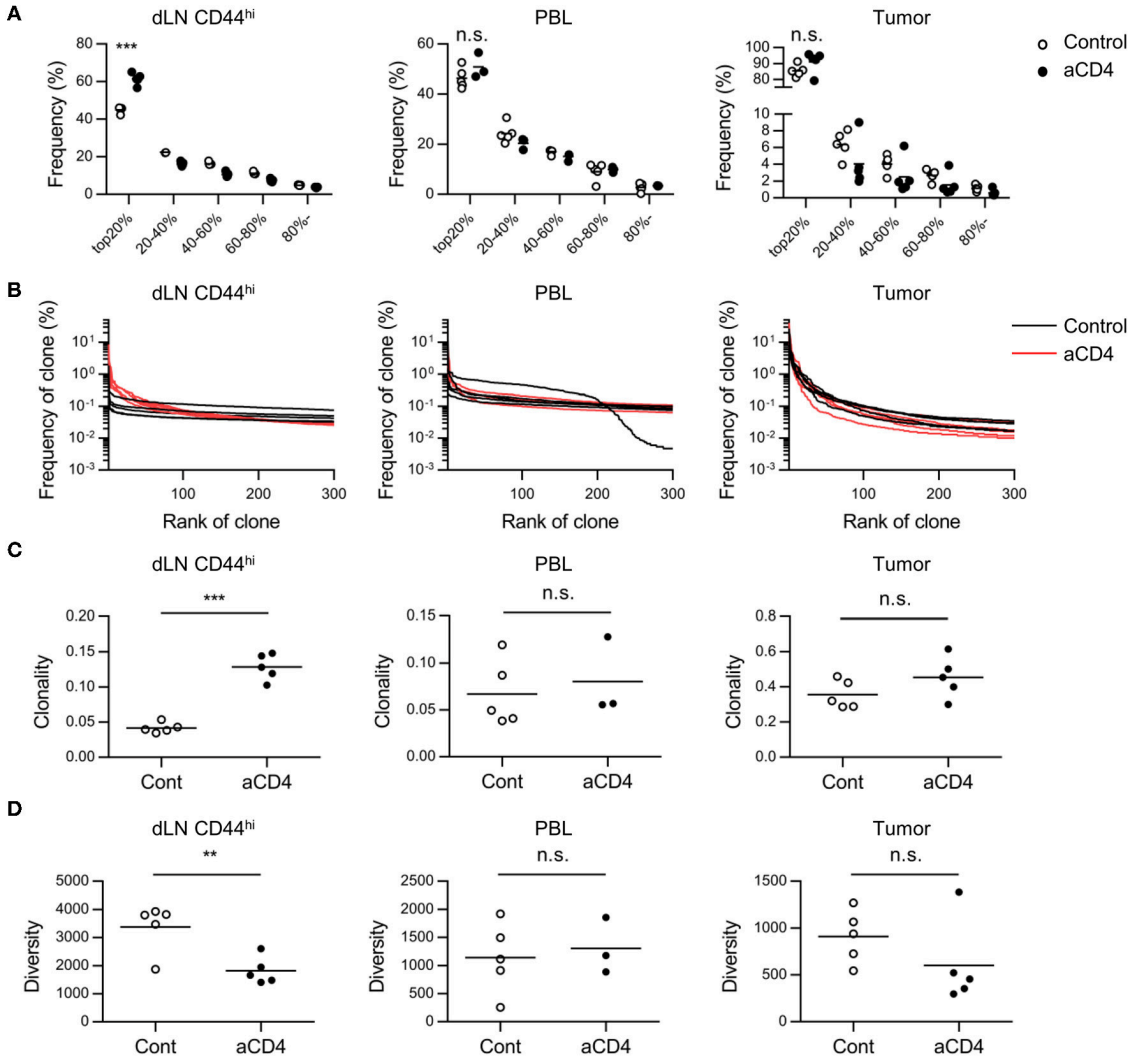
Anti-CD4 mAb treatment triggered the expansion of high frequency clones in dLN. Mice bearing B16F10 tumors were injected i.p. with anti-CD4 mAb on days 5 and 9, and were analyzed on day 14 after tumor inoculation. **(A)** Quantile statistics of the dLN CD44^hi^, PBL, and tumor repertoire. **(B)** Distribution plots of the dLN CD44^hi^, PBL, and tumor repertoire. The x-axis represents each clone in the descending order of frequency, and y-axis represents the frequency of each clone in the dLN CD44^hi^, PBL, and tumor repertoires. **(C,D)** Clonality **(C)** and diversity **(D)** of the dLN CD44^hi^, PBL and tumor repertoire. Clonality was calculated as 1-Pielou index (method). Diversity was defined as the number of clones with a frequency of >0.01%. All figures present the data for TCRβ. Two-sided unpaired Student's *t*-tests (*n* = 5, except for PBL of aCD4: *n* = 3). ^**^P < 0.01; ^***^P < 0.001.

### Anti-CD4 mAb Treatment Increased Overlapping Clones Between the Tumor and dLN

Since we did not observe significant differences in the tumor repertoire between the control and aCD4 groups by analyses of the tumor compartment alone, we focused on the overlapping clones between dLN CD44^hi^ and tumor (dLN-tumor overlap), which are thought to represent CD8^+^ T cells actively participating in the Cancer-Immunity Cycle. In the TCRβ repertoire, the frequencies of the top 20 clones and the combined frequency of the dLN-tumor overlap in individual mice are depicted (Figure 4A). The total number and combined frequency of the overlapping clones in the dLN CD44^hi^ and the tumor was significantly increased in the aCD4 group (Figure 4B; total number; 82 ± 18 vs. 413 ± 43, *P* < 0.0001, combined frequency in dLN CD44^hi^; 3.4 ± 0.9% vs. 24.7 ± 1.4%, *P* < 0.0001, combined frequency in tumor; 28.8 ± 8.9% vs. 73.1 ± 5.2%, *P* = 0.0027). 

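Clones found in both dLN CD44 hi and tumor of a mouse numbered 81.8 ± 39.7 (SD, n = 5 mice) in control mice and 398.6 ± 69.3 in aCD4 mice, a difference of 317 TCRβ clones. Their combined frequency in dLN CD44 hi was 3.39 ± 1.97% (SD, n = 5) in control and 24.4 ± 2.93% in aCD4 mice, and in the tumor it was 28.7 ± 19.9% and 72.5 ± 12.5%. In all 3 measures every aCD4 mouse was above every control mouse (two-sided exact permutation test, p = 0.00794, the smallest possible, adjusted p = 0.0143 over 9 measures). aCD4 mice also had more sorted cells and reads. In equal numbers of cell equivalents per library the difference in number was 252.38 clones (exact permutation test, p = 0.00794). The transferred Pmel-1 clone is among the overlapping clones. When the reads missing from the library totals were given to it, a setting chosen after the data were seen, the combined frequency in dLN CD44 hi was 11.7% in control and 42.7% in aCD4 mice (exact permutation test, p = 0.0159).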

In the aCD4 group, the distribution plot of the top 200 overlapping clones was shifted to the upper-right in both the dLN CD44^hi^ and the tumor (Figure 4C). This tendency indicated an increase in the diversity of dLN-tumor overlap and the frequency of each overlapping clone. Hence, anti-CD4 mAb treatment is associated with an increase in dLN-tumor overlap of the CD8^+^ T cell repertoire. 

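The overlapping TCRβ clone of rank 10 had a frequency in dLN CD44 hi of 0.0435 ± 0.0106% (SD, n = 5 mice) in control mice and 0.403 ± 0.0867% in aCD4 mice. In the tumor it was 0.222 ± 0.191% (SD, n = 5) and 1.34 ± 0.786% (two-sided exact permutation test, p = 0.00794 for both, adjusted p = 0.0159 over 4 measures). Overlapping clones of at least 0.1% numbered 2.0 ± 0.707 (SD, n = 5) in control and 39.2 ± 7.46 in aCD4 dLN CD44 hi, and 12.0 ± 5.66 and 46.0 ± 13.5 in the tumor (exact permutation test, p = 0.00794 for both, adjusted p = 0.0143 over 9 measures). The mean frequency of a single overlapping clone was 0.0479 ± 0.0238% and 0.0619 ± 0.00636% in dLN CD44 hi (exact permutation test, p = 0.246, adjusted p = 0.246). Without control mouse 5, aCD4 mice were higher by 0.0228 percentage points (exact permutation test, p = 0.0476). With the missing reads given to the Pmel-1 clone, a setting chosen after the data were seen, the direction turned, with 0.151% in control and 0.106% in aCD4 mice (exact permutation test, p = 0.127). In the tumor this mean was 0.341 ± 0.223% (SD, n = 5) in control and 0.190 ± 0.0616% in aCD4 mice (exact permutation test, p = 0.222, adjusted p = 0.246).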

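The overlap of aCD4 mice was made of many clones, most of them not shared with the tumors of other aCD4 mice. dLN CD44 hi clones of aCD4 mice were shared with the own tumor in 310 to 487 instances, and with the tumor of another aCD4 mouse in 28.3 ± 6.94 instances on average (SD, n = 5 mice). In control mice the mean with other tumors was 18.2 ± 9.47 (SD, n = 5). By combined frequency in dLN CD44 hi, clones shared with another tumor held more than by number. The values were 5.08 ± 3.15% (SD, n = 5) against 24.4% for the own tumor in aCD4 mice, and 2.00 ± 1.41% (SD, n = 5) against 3.39% in control mice. Most of the share with other tumors was the transferred Pmel-1 clone, listed in 10 of 10 tumors with 1 nucleotide sequence. Alone it was listed at 4.49 ± 3.12% (SD, n = 5) of aCD4 and 1.68 ± 1.45% (SD, n = 5) of control dLN CD44 hi. The own tumor had more shared clones in 10 of 10 mice, with means of 240.2 against 23.2 (two-sided exact sign-flip permutation test, p = 0.00195, the smallest possible). Ranked by frequency in the tumor, the highest overlapping clones of aCD4 mice were TRBV1 TRBJ2-4 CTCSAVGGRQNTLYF in mouse 1, at 41.2% of the tumor (95% Wilson interval 41.1% to 41.3%) and 0.136% of dLN CD44 hi, and TRBV16 TRBJ2-4 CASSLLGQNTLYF in mouse 4, at 25.5% and 0.0157%. Mouse 2 shared a clone of the widely found TRBV19 TRBJ2-4 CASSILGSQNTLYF, at 19.1% of the tumor and 0.167% of dLN CD44 hi, and TRBV13-1 TRBJ2-5 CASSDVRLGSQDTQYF at 18.2% and 0.722%. In mouse 3, TRBV5 TRBJ1-1 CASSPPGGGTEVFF held 16.9% of the tumor, 1.1% of dLN CD44 hi and 9.68% of PBL. Ranked by frequency in dLN CD44 hi, the highest were the Pmel-1 clone of mice 2 to 5, listed at 3.09% to 8.58%, and TRBV29 TRBJ2-2 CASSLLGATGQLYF of mouse 1, at 4.60% of dLN CD44 hi and 0.167% of the tumor. The leading tumor clone was listed in the own dLN CD44 hi in 5 of 5 aCD4 mice. From the larger number and combined frequency of the overlapping clones and from the shift of their distribution plot, the paper concludes that the treatment is associated with more overlap between the dLN and tumor repertoires.

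**Figure D1:**
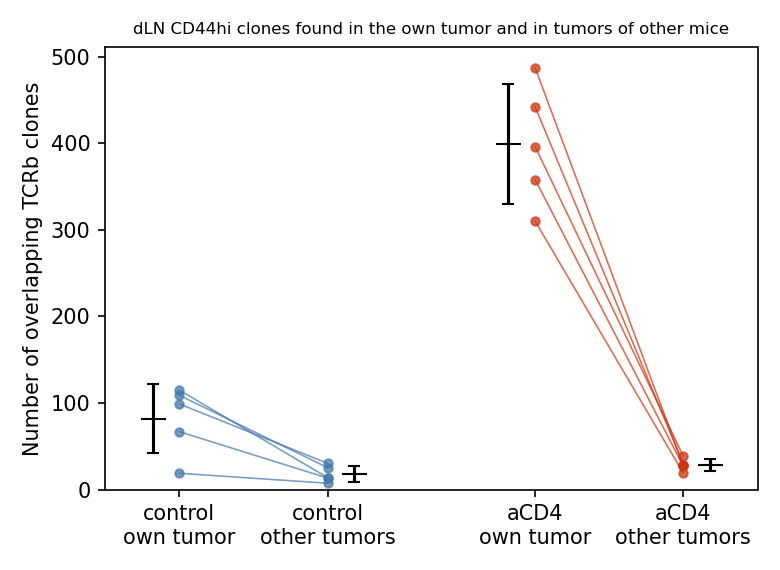
Number of TCRβ clones of each mouse's dLN CD44 hi library that were found in the tumor of the same mouse and, as the mean over the other mice of its group, in the tumors of those mice. Lines join the values of 1 mouse (n = 5 control and 5 aCD4 mice), and black bars give mean ± SD. The own tumor lies between 310 and 487 clones in aCD4 mice and between 19 and 115 in control mice, above the other tumors in 10 of 10 mice.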

Similar but less clear trend was observed for the TCRα repertoire (Supplementary Figures 5A,B). 

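The TCRα overlap between dLN CD44 hi and tumor comprised 93.8 ± 49.4 (SD, n = 5 mice) clones in control mice and 322.4 ± 96.5 in aCD4 mice, with combined frequencies in dLN CD44 hi of 4.51 ± 2.11% and 19.6 ± 3.52% (two-sided exact permutation test, p = 0.00794 for both, adjusted p = 0.0179 over 9 measures). The combined frequency in the tumor was 29.4 ± 17.5% (SD, n = 5) and 77.9 ± 17.1% (exact permutation test, p = 0.0159, adjusted p = 0.0286). Overlapping clones of at least 0.1% numbered 8.0 ± 3.61 (SD, n = 5) and 39.8 ± 4.32 in dLN CD44 hi, and 10.2 ± 2.59 and 36.0 ± 13.4 in the tumor (exact permutation test, p = 0.00794 for both, adjusted p = 0.0179). The leading TCRα tumor clone was listed in the own dLN CD44 hi in 4 of 5 aCD4 mice and 3 of 5 control mice. Among them were TRAV13-1 TRAJ26 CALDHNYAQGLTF of aCD4 mouse 1, at 45.8% of the tumor and 0.146% of dLN CD44 hi, and TRAV14D-3-DV8 TRAJ26 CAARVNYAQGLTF of aCD4 mouse 2, at 25.1% and 0.541%.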

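In aCD4 mice, TCRα clones found in the tumor numbered 175.6 ± 39.0 (SD, n = 5 mice) in the whole dLN, fewer by 146.8 than in the dLN CD44 hi population (two-sided exact permutation test, p = 0.0159, adjusted p = 0.0317 over 4 tests). They held 7.55 ± 1.10% (SD, n = 5) of the whole dLN repertoire, 12.0 percentage points less than of dLN CD44 hi (exact permutation test, p = 0.00794, adjusted p = 0.0317). Without aCD4 mouse 2, 4 or 5, the difference in number was 153, 151 or 145.5 clones and did not pass the test (exact permutation test, p = 0.0571 for each). In the 4 control mice with both libraries, 73.5 ± 30.5 (SD, n = 4) clones of the whole dLN and 109.8 ± 39.5 of dLN CD44 hi were found in the tumor (exact permutation test, p = 0.200, adjusted p = 0.200). Their combined frequencies were 2.69 ± 1.00% and 4.94 ± 2.16% (exact permutation test, p = 0.171, adjusted p = 0.200), with dLN CD44 hi higher in 4 of 4 mice. Both libraries of a number come from the same mouse, and within the 9 mice dLN CD44 hi held 97.7 clones and 7.69 percentage points more than the whole dLN (two-sided exact sign-flip permutation test, p = 0.00391 for both, the smallest possible).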

Importantly, the CD44^hi^ CD8^+^ T cell repertoire in dLN contained a higher proportion of tumor-overlapping clones than whole dLN CD8^+^ T cells (Supplementary Figures 5C,D), suggesting the validity of analyzing the CD44^hi^ population of dLN CD8^+^ T cells rather than whole dLN CD8^+^ T cells.

**Figure 4:**
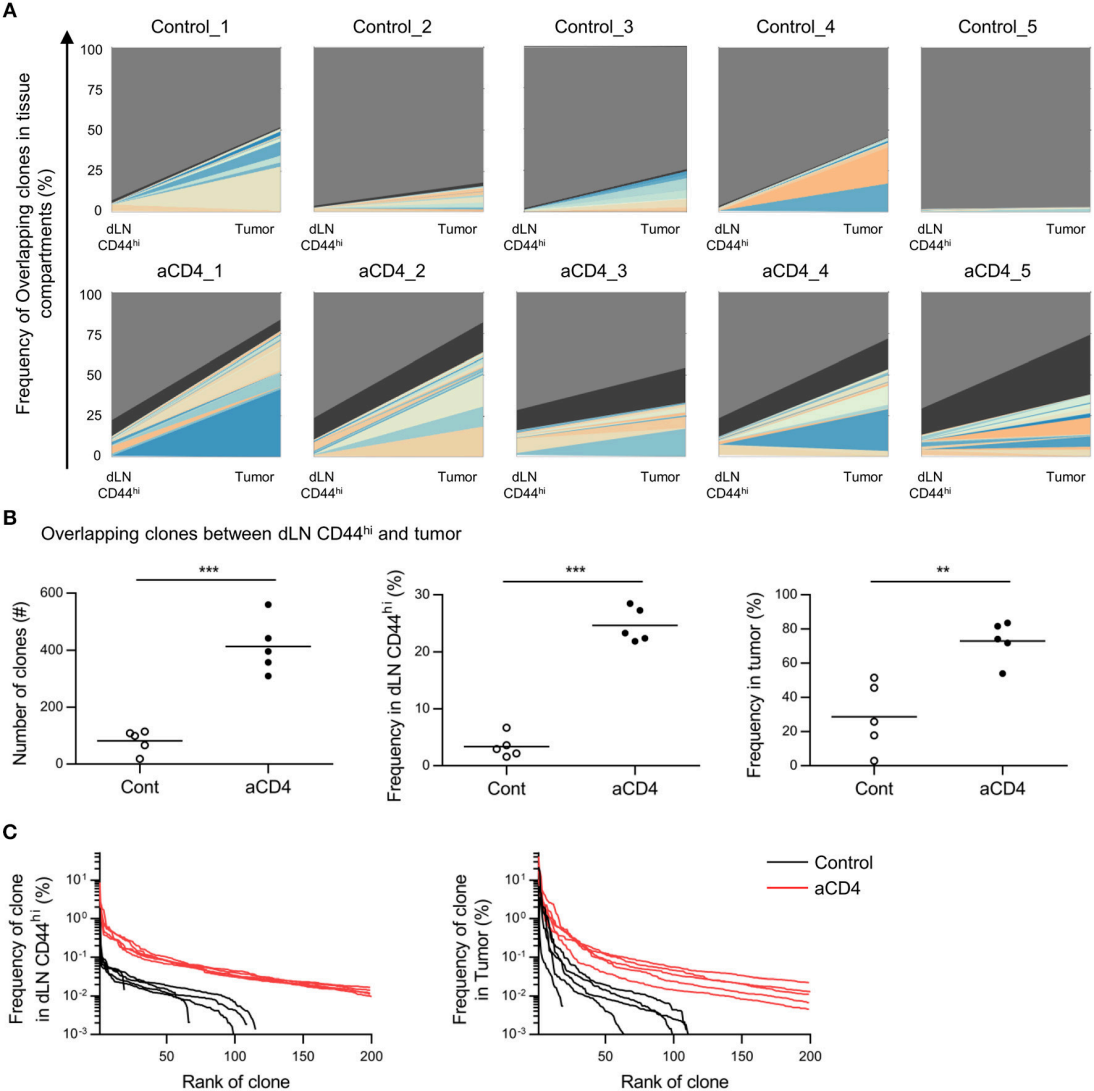
Anti-CD4 mAb treatment increased the dLN-tumor overlap. Mice bearing B16F10 tumors were injected i.p. with anti-CD4 mAb on days 5 and 9, and were analyzed on day 14 after tumor inoculation. **(A)** Overlap analysis between the dLN CD44^hi^ and tumor in individual mice. Plots show the top 20 clones overlapping between dLN CD44^hi^ and tumor, as well as the clones whose frequency were below the top 20 (black) and non-overlapping (gray) clones. **(B)** Overlapping clones between the dLN CD44^hi^ and tumor. The total number (left), combined frequency in the dLN CD44^hi^ (middle), and combined frequency in the tumor (right) were compared. **(C)** Distribution plots of overlapping clones between the dLN CD44^hi^ and tumor. The x-axis represents each overlapping clone in the descending order of frequency, and the y-axis represents the frequency of each overlapping clone in the dLN CD44^hi^ (left) or the tumor (right). All figures present the data for TCRβ. Two-sided unpaired Student's *t*-tests (*n* = 5). ^**^P < 0.01; ^***^P < 0.001.

### Anti-CD4 mAb Treatment Increased the Proportion of “dLN^major^” Clones in dLN-Tumor Overlapping Clones

To further focus on the site of enrichment of each CD8^+^ T cell clone following anti-CD4 mAb treatment, we analyzed the frequency of each overlapping clone in the tumor or dLN CD44^hi^. In the TCRβ repertoire, overlapping clones were depicted with log_10_ frequency in the tumor (x axis) and the dLN CD44^hi^ (y axis) (Scatter plot, Figure 5A). We defined “major clones” as clones with a frequency of ≥0.1% and “minor clones” as clones with a frequency of < 0.1% in each compartment. Based on this definition, we categorized overlapping clones into four patterns by their frequencies in the tumor and the dLN CD44^hi^: tumor^major^/dLN^major^, tumor^major^/dLN^minor^, tumor^minor^/dLN^major^, and tumor^minor^/dLN^minor^. We then compared the average percentages of each pattern of overlapping clones in the control and aCD4 groups (Figure 5B). In aCD4 group, the percentage of the tumor^major^/dLN^minor^ pattern decreased (control; 13.4 ± 1.2%, aCD4; 8.1 ± 0.7%, *P* = 0.0043), whereas that of the tumor^major^/dLN^major^ and tumor^minor^/dLN^major^ classes tended to increase (tumor^major^/dLN^major^: control; 1.6 ± 1.0%, aCD4; 3.1 ± 0.3%, *P* = 0.185, tumor^minor^/dLN^major^: control; 3.1 ± 1.9%, aCD4; 6.8 ± 0.7%, *P* = 0.107). These results implied that the anti-CD4 mAb treatment enhanced the enrichment of tumor-infiltrating clones in dLN.

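Of the TCRβ clones that overlapped between tumor and dLN, 13.4 ± 2.58% (SD, n = 5 mice) were tumor major/dLN minor in control mice and 8.22 ± 1.63% in aCD4 mice, where major means at least 0.1% (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0317 over 4 patterns). The share of tumor major/dLN major clones was 1.58 ± 2.18% (SD, n = 5) and 3.12 ± 0.516% (exact permutation test, p = 0.151, adjusted p = 0.201), and that of tumor minor/dLN major clones was 3.09 ± 4.30% and 6.83 ± 1.28% (exact permutation test, p = 0.0873, adjusted p = 0.175). Both rested on control mouse 5, which had 19 overlapping clones. Without it the differences were 2.46 and 5.6 percentage points (exact permutation test, p = 0.0159 for both). Clones that were minor in both compartments made up 81.9 ± 5.27% (SD, n = 5) and 81.8 ± 2.21% (exact permutation test, p = 0.976, adjusted p = 0.976). With the threshold at 0.05%, the difference in tumor major/dLN minor clones was -3.87 percentage points (exact permutation test, p = 0.198). With the threshold at 0.2%, that in tumor major/dLN major clones was 0.832 percentage points (exact permutation test, p = 0.0159), while at 0.05% it was -1.02 (p = 1). With the missing reads given to the Pmel-1 clone, a setting chosen after the data were seen, it was 0.0372 (exact permutation test, p = 0.976), and that in tumor minor/dLN major clones was 3.75 (p = 0.0238).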

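The combined frequency of overlapping clones rose by 21.0 percentage points in dLN CD44 hi and by 43.8 in the tumor. On the log2 scale the rise was larger in dLN CD44 hi by 1.17, which did not pass the test. Permuting the group labels of whole mice gave an exact p of 0.0873 (adjusted p = 0.175 over 2 tests of the difference between compartments). The tumor share of control mice, 28.7% against 3.39% in dLN CD44 hi, leaves less room for a fold, as a share is bounded by the whole. Without control mouse 5 the log2 difference was 1.64 (exact permutation test, p = 0.0159). With the missing TCRβ reads given to the Pmel-1 clone, a setting chosen after the data were seen, it was 0.29 (exact permutation test, p = 0.611). That setting puts Pmel-1 at 10.2% of control and 27.5% of aCD4 dLN CD44 hi, above the flow cytometry means of 1.9% and 4.5%. TRBV29 TRBJ2-2 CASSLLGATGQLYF of aCD4 mouse 1 was major in both compartments, and TRBV16 TRBJ2-4 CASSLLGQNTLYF of aCD4 mouse 4 was major in the tumor alone.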

**Figure 5:**
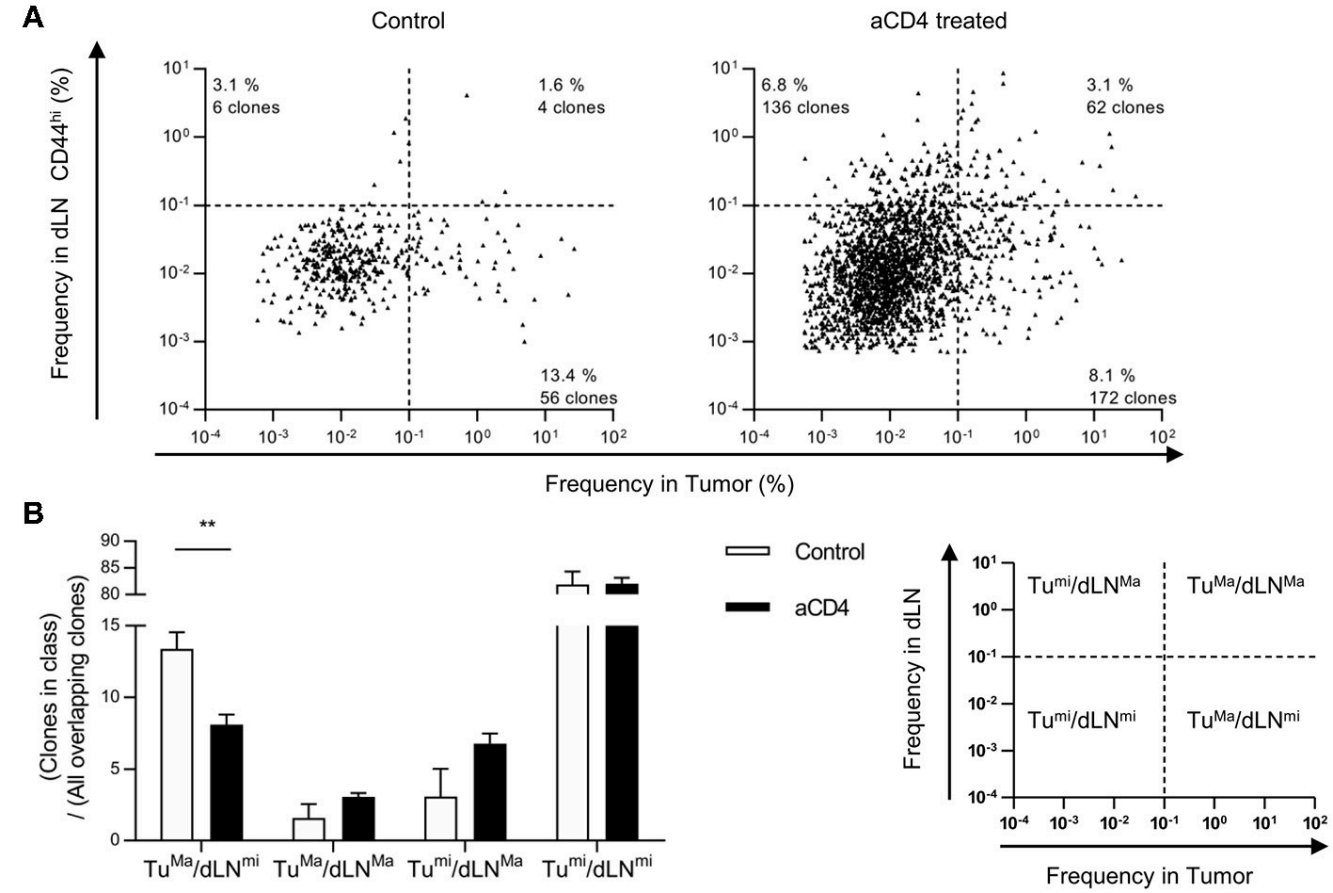
Anti-CD4 mAb treatment increased the proportion of “dLN^major^” clones in the dLN-tumor overlap. Mice bearing B16F10 tumors were injected i.p. with anti-CD4 mAb on days 5 and 9, and analyzed on day 14 after tumor inoculation. **(A)** Scatter Plot of overlapping clones between the tumor and dLN in TCRβ repertoire. Each point on the plot represents a single clone with log_10_ frequency in the tumor (x-axis) and the dLN CD44^hi^ (y-axis). The threshold for major/minor clones was defined as a frequency of 0.1% in each compartment. Plots of control (*n* = 5, left) or aCD4 (*n* = 5, right) mice were overlaid in each group. **(B)** Percentages of each pattern in overlapping clones. The percentage of each pattern was calculated in individual mice, and averaged in control and aCD4 groups. All figures present the data for TCRβ. Two-sided unpaired Student's *t*-tests (*n* = 5). ^**^P < 0.01.

### Patterns in dLN-Tumor Overlap Differed in Tumor Reactive Clones

Next, we examined whether these patterns in dLN-tumor overlap differed among tumor reactive clones. To this end, we focused on two tumor-reactive CD8^+^ T cell clones; gp100 melanoma antigen-specific Pmel-1 (22) and B16F10 Reactive Clone 1 (B16RC1), which was originally cloned from CD137^high^ CD8^+^ TILs in B16F10 tumor model (23). 

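Among TCRα clones, Pmel-1 reached at least 0.1% in dLN CD44 hi in 4 of 5 control and 5 of 5 aCD4 mice, and in the tumor in 1 of 5 and 2 of 5. Its frequency was higher in dLN CD44 hi than in the tumor in 10 of 10 mice, by 1.68 percentage points on average (two-sided exact sign-flip permutation test, p = 0.00195, the smallest possible). B16RC1, TRAV6D-7 TRAJ30 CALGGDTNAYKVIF, was listed in 5 of 5 tumors of each group, and in dLN CD44 hi of 3 of 5 control and 4 of 5 aCD4 mice. It reached at least 0.1% of the tumor in 2 of 5 control and 3 of 5 aCD4 mice, and of dLN CD44 hi in 1 of 5 and 2 of 5. B16RC1 was higher in the tumor than in dLN CD44 hi in 9 of 10 mice, with a mean difference, dLN CD44 hi minus tumor, of -6.19 percentage points (exact sign-flip permutation test, p = 0.0332). Of the 3 control mice in which B16RC1 overlapped, it was major in the tumor alone in 2 and major in dLN CD44 hi alone in 1. Of the 4 aCD4 mice in which it overlapped, it was major in both compartments in 2 and minor in both in 2.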

By depicting Pmel-1 and B16RC1 in the scatter plot of dLN-tumor overlapping clones of TCRα repertoire, we found that Pmel-1 and B16RC1 had different patterns in dLN-tumor overlap; Pmel-1 was likely to be categorized into “dLN^major^” pattern, while B16RC1 was likely to be categorized into “tumor^major^” pattern (Figure 6A). Moreover, in aCD4 group, the frequency of Pmel-1 clones increased in dLN CD44^hi^ but not in tumor (dLN: control; 0.6 ± 0.3%, aCD4; 3.0 ± 0.9%, *P* = 0.037, tumor: control; 0.07 ± 0.04%, aCD4; 0.12 ± 0.07%, *P* = 0.50), whereas the frequency of B16RC1 clones showed the tendency to increase both in the dLN CD44^hi^ and tumor (dLN: control; 0.05 ± 0.03%, aCD4; 0.19 ± 0.08%, *P* = 0.14, tumor: control; 0.49 ± 0.41%, aCD4; 12.1 ± 7.5%, *P* = 0.16) (Figures 6B,C). Therefore, although Pmel-1 and B16RC1 were tumor reactive and increased following aCD4 mAb treatment, these two clones had different patterns in dLN-tumor overlap.

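The TCRα frequency of Pmel-1 in dLN CD44 hi was 0.611 ± 0.611% (SD, n = 5 mice) in control mice and 2.94 ± 1.96% in aCD4 mice (two-sided exact permutation test, p = 0.0397, adjusted p = 0.159 over 4 tests). The aCD4 mice ranged from 0.173% to 5.61% and the control mice from 0.0255% to 1.59%. This call did not outlast the loss of a mouse, since without any 1 of the control mice or of aCD4 mice 2 to 5 the exact p was 0.0635 or 0.0794, with differences of 1.66 to 2.57 percentage points. In tumors Pmel-1 held 0.0647 ± 0.0826% (SD, n = 5) and 0.119 ± 0.15% (exact permutation test, p = 0.635, adjusted p = 0.635). B16RC1 held 0.0501 ± 0.0566% (SD, n = 5) of control and 0.15 ± 0.18% of aCD4 dLN CD44 hi (exact permutation test, p = 0.310, adjusted p = 0.413), and without aCD4 mouse 2 the difference was 0.0267 percentage points (p = 0.619). In tumors it held 0.479 ± 0.912% (SD, n = 5) and 12.1 ± 16.8% (exact permutation test, p = 0.222, adjusted p = 0.413), and the highest aCD4 tumor, that of mouse 4, had 37.6% (95% Wilson interval 37.5% to 37.7%). Without that mouse the difference was 5.24 percentage points (exact permutation test, p = 0.444). B16RC1 was the leading TCRα clonotype of that tumor, where it was made of 3 nucleotide sequences.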

**Figure 6:**
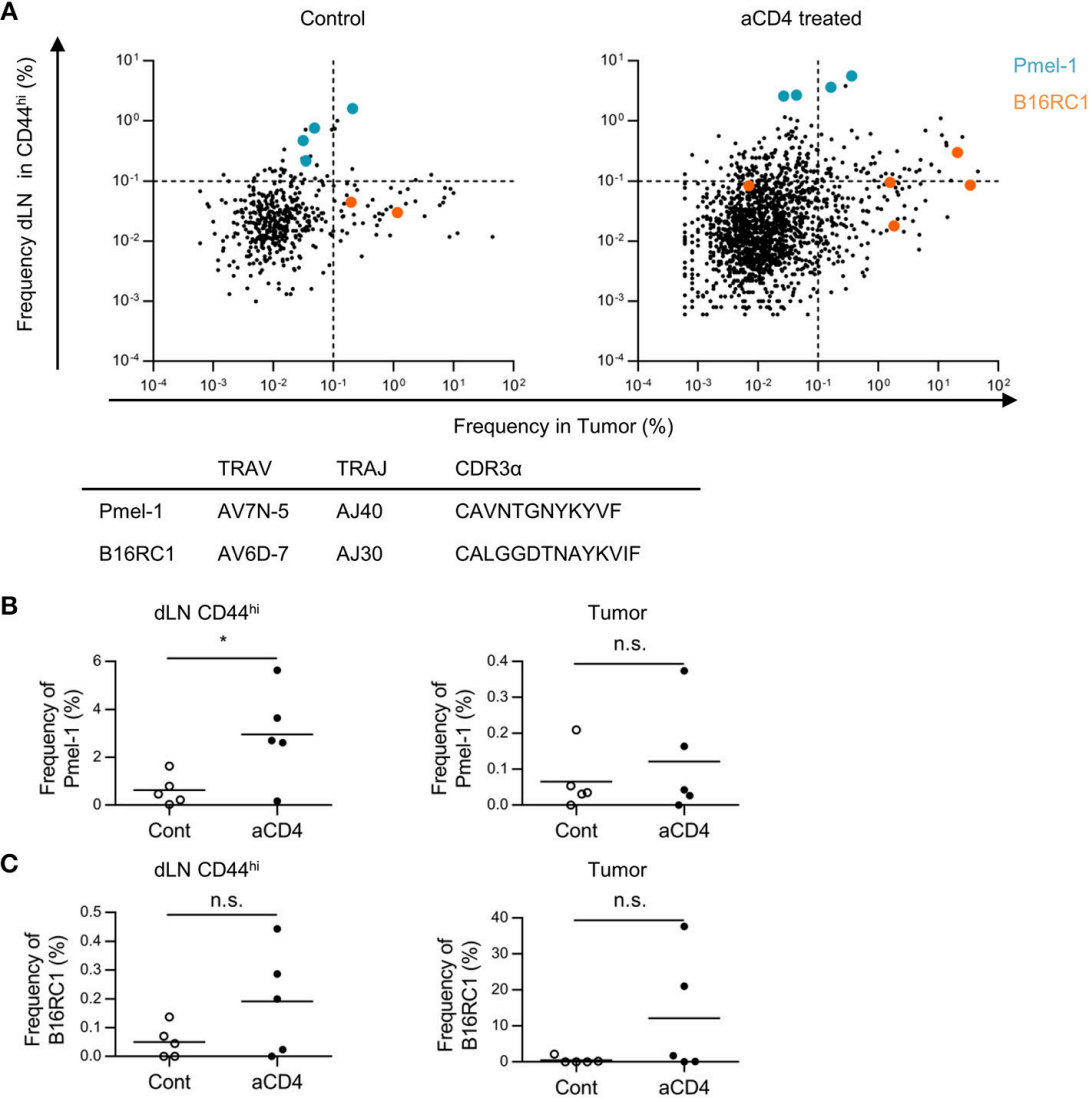
Patterns in dLN-tumor overlap differed in tumor reactive clones. Mice bearing B16F10 tumors were injected i.p. with anti-CD4 mAb on days 5 and 9, and analyzed on day 14 after tumor inoculation. **(A)** Scatter Plot of overlapping clones between the tumor and dLN in TCRα repertoire. Each point on the plot represents a single clone with log_10_ frequency in the tumor (x-axis) and the dLN CD44^hi^ (y-axis). Pmel-1 and B16RC1 are plotted in blue and orange, respectively. **(B,C)** Frequency of Pmel-1 **(B)** and B16RC1 **(C)** in dLN CD44^hi^ (left) and tumor (right). All figures present the data for TCRα. In **(B,C)**, T cell clones were determined as the TCR reads with the same TCR V segment, J segment, and CDR3 amino acid sequence. Two-sided unpaired Student's *t*-tests (*n* = 5, except for PBL of aCD4: *n* = 3). ^*^P < 0.05.

### Anti-CD4 mAb Treatment Enhanced the Translocation of Tumor-Infiltrating Clones Among the dLN, PBL, and Tumor

Based on the Cancer-Immunity Cycle, tumor reactive clones primed in dLN translocate to the tumor via blood circulation. Therefore, if the dLN-tumor overlapping repertoire increases, the dLN-PBL and PBL-tumor overlapping is also thought to increase. To probe this, we analyzed the dLN-PBL-tumor overlapping clones and compared them between the control and the aCD4 groups. In the TCRβ repertoire, the count of dLN-PBL-tumor overlapping clones significantly increased in the aCD4 group (Figure 7A control; 7 ± 2, aCD4; 114 ± 22, *P* = 0.0006). The combined frequency in dLN CD44^hi^ (control; 1.5 ± 0.8%, aCD4; 17.0 ± 1.7%, *P* < 0.0001), PBL (control; 3.7 ± 2.9%, aCD4; 20.6 ± 2.7%, *P* = 0.0083), or tumor (control; 19.4 ± 8.6%, aCD4; 50.3 ± 3.9%, *P* = 0.041) was also significantly increased (Figure 7B). 

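TCRβ clones found in dLN CD44 hi, PBL and tumor of the same mouse numbered 7.2 ± 4.55 (SD, n = 5 mice) in control mice and 109.7 ± 30.9 (SD, n = 3) in aCD4 mice. They held 1.50 ± 1.82% of control and 16.8 ± 2.86% of aCD4 dLN CD44 hi, and 3.64 ± 6.57% and 20.4 ± 4.45% of PBL. In these 3 measures every aCD4 mouse was above every control mouse (two-sided exact permutation test, p = 0.0357, the smallest that 5 against 3 mice allow, adjusted p = 0.0402 over 9 measures). In the tumor they held 19.4 ± 19.3% (SD, n = 5) and 50.1 ± 6.91% (SD, n = 3), a difference that did not pass the test (exact permutation test, p = 0.0714, adjusted p = 0.0714). With the missing reads given to the Pmel-1 clone, a setting chosen after the data were seen, this difference was 32.3 percentage points, and the shares of dLN CD44 hi were 8.43% and 43.0% and those of PBL 3.83% and 23.6% (exact permutation test, p = 0.0357 for each). Clones that led a tumor were among them. TRBV5 TRBJ1-1 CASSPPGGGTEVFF of aCD4 mouse 3 was found in all 3 compartments, as were TRBV16 TRBJ2-4 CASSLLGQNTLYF of mouse 4, at 1.23% of PBL, and TRBV22 TRBJ1-4 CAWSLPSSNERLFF of mouse 5, at 10.2% of the tumor, 0.0237% of dLN CD44 hi and 0.364% of PBL.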

The TCRα repertoire showed similar tendencies, although the increase in the combined frequency in PBL was less clear (Supplementary Figures 5E,F). These results suggested that the anti-CD4 mAb treatment also enhances the translocation of tumor-reactive CD8^+^ T cells from the dLN to PBL and PBL to the tumor, and that PBL can be used as a substitute for the dLN in the IOCT analysis, at least in part.

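For TCRα, 9.2 ± 4.76 (SD, n = 5 mice) clones were shared by all 3 compartments in control mice and 70.3 ± 17.2 (SD, n = 3) in aCD4 mice, with 0.900 ± 0.689% and 10.6 ± 3.94% of dLN CD44 hi (two-sided exact permutation test, p = 0.0357 for both, adjusted p = 0.0459 over 9 measures). They held 6.87 ± 12.9% (SD, n = 5) and 24.4 ± 13.2% (SD, n = 3) of PBL (exact permutation test, p = 0.107, adjusted p = 0.107). In the tumor they held 16.1 ± 19.2% (SD, n = 5) and 60.3 ± 24.8% (SD, n = 3) (exact permutation test, p = 0.0714, adjusted p = 0.0804). TRAV6N-6 TRAJ17 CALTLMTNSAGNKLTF, which led the tumor of aCD4 mouse 3 at 13.7%, held 0.388% of dLN CD44 hi and 7.43% of PBL.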

**Figure 7:**
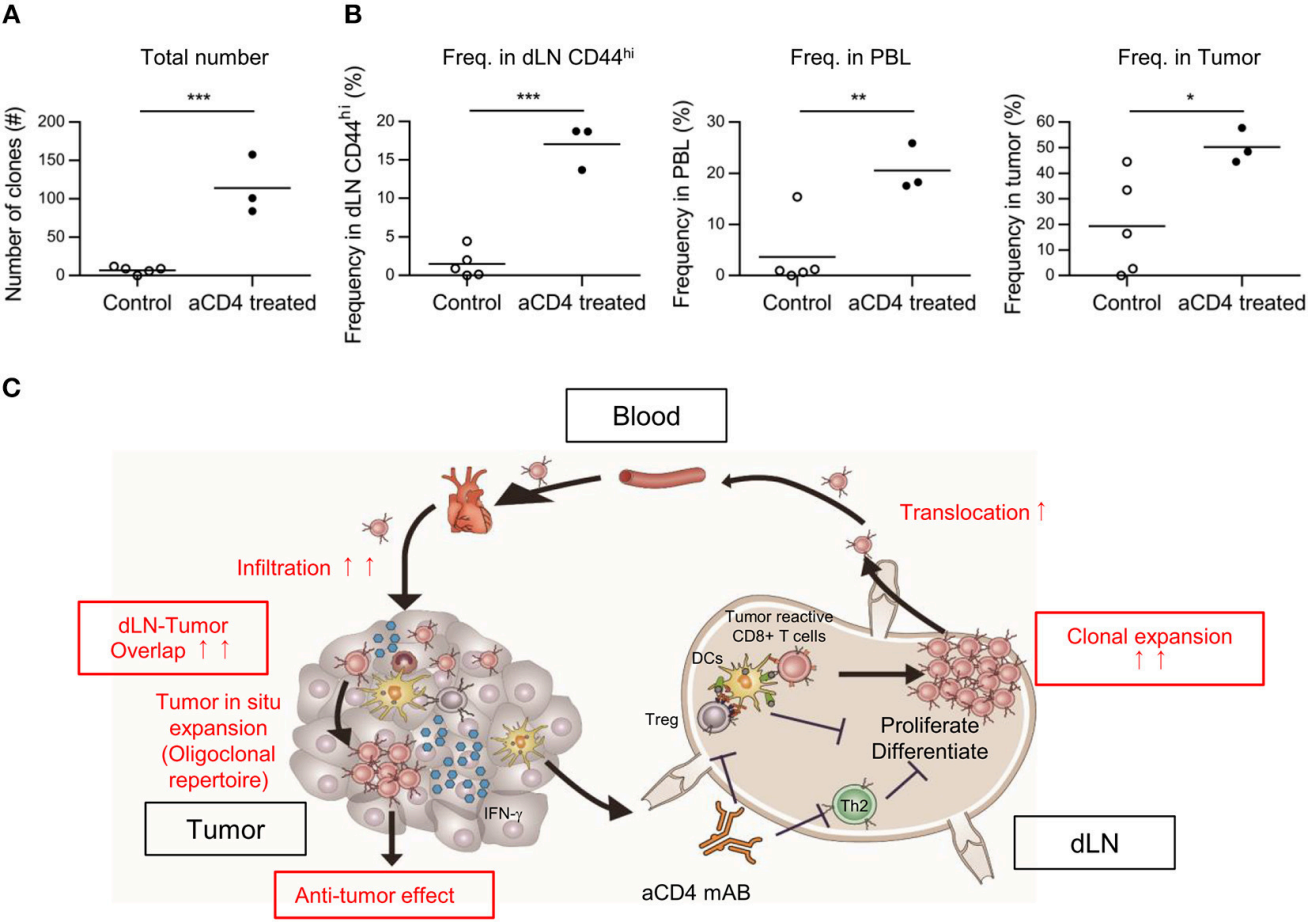
Anti-CD4 mAb treatment enhanced the translocation of tumor infiltrating clones between the dLN, the PBL, and the tumor. Mice bearing B16F10 tumors were injected i.p. with anti-CD4 mAb on days 5 and 9, and analyzed on day 14 after tumor inoculation. **(A,B)** Overlapping clones among the dLN CD44^hi^, PBL, and tumor, which were putative tumor-reactive clones. The total number **(A)** and combined frequency in the dLN CD44^hi^ (**B**, left), PBL (**B**, middle), and tumor (**B**, right) are compared. **(C)** Schema of the hypothesis for the mechanism underlying the antitumor effect of anti-CD4 mAb treatment based on TCR repertoire analysis. **(A,B)** present the data for TCR. Two-sided unpaired Student's *t*-tests (*n* = 3 for aCD4, and *n* = 5 for control). ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001.

## Discussion

In this study, we conducted high-throughput TCR-seq on CD8^+^ T cells sorted from the dLN, PBL, and tumor in a B16F10 mouse melanoma model to investigate the effects of anti-CD4 mAb treatment on the CD8^+^ T cell repertoire. By focusing on overlapping clones among tissue compartments, we revealed that a small fraction of CD8^+^ T cell repertoire in the dLN or PBL was enriched oligoclonally in the tumor, and that the anti-CD4 mAb treatment increased the dLN-PBL-tumor overlap. Moreover, we found that the dLN-tumor overlapping clones were categorized into four patterns based on their frequencies in the dLN and tumor, and that anti-CD4 mAb treatment increased the proportion of tumor^minor^/dLN^major^ and tumor^major^/dLN^major^ clones. These findings contributed to establish TCR repertoire analysis as a response marker of anti-CD4 mAb therapy for solid tumors. We are now in the process of conducting a phase I clinical trial for a humanized anti-human CD4 depleting antibody IT1208 in Japan to promote the anti-tumor immune response in humans.

An advantage of our TCR-seq in the mouse model was purification of the T cell subpopulation before TCR repertoire analysis. One limitation of TCR repertoire analyses in previous clinical studies is that they were performed on heterogeneous subpopulations containing both CD4^+^ immunosuppressive cells (i.e., Treg and Th2) and CD8^+^ T cells, due to which the interpretation of repertoire structure or treatment-induced repertoire changes is difficult. Therefore, we separated the CD8^+^ T cells from CD4^+^ cells and interpreted their repertoire as a reflection of the CTL response. In addition, our intravascular staining (IVS) technique enabled precise identification of TILs (17). Application of similar approaches to other T cell subpopulations, such as Th1, Th2, or Tregs could provide new information on the site of clonal expansion and translocation of T cell subpopulations, and might identify clones that are more likely to differentiate into specific subpopulations.

In this study, we performed repertoire analysis of overlapping clones between tissue compartments (Inter-Organ Clone Tracking analysis, IOCT). One reason for using IOCT analysis is that the extent of repertoire overlap between the dLN and tumor differed more markedly between the aCD4 and control groups. By comparing the repertoire in each tissue compartment alone, we could not observe clear differences in the tumor or in the PBL repertoire between aCD4 and control mice. On the other hand, by focusing on overlapping clones between tissue compartments, we found that, the dLN-tumor and dLN-PBL-tumor overlapping clones were significantly increased in terms of diversity and combined frequency in the aCD4 mice (Figures 4, 7). Based on these results from IOCT analysis, and the spatiotemporal response of tumor-reactive T cells in the Cancer-Immunity Cycle, we speculate that anti-CD4 mAb treatment enhanced the expansion of a broad spectrum of tumor-reactive CD8^+^ T cell clones in the dLN and their translocation to the tumor via PBL (Figure 7C). In a previous study (7), the antitumor effect of anti-CD4 mAb treatment was reported to be associated with augmented proliferation of tumor-specific CD8^+^ T cells using a TCR transgenic system; the effect of anti-CD4 mAb on the endogenous CD8^+^ T cell clones in the tumor-bearing host remained elusive. In the current study, IOCT analysis provided the possibility that clonal expansion and tumor infiltration also occurred in the endogenous CD8^+^ T cell clones.

By analyzing the dLN-tumor overlapping clones, we revealed that the major clones in the dLN and tumor did not always match. Moreover, we could categorize the dLN-tumor overlapping clones based on their frequencies in the dLN and tumor, which seemed to represent the “organ preference for expansion.” Note that “expansion” includes not only proliferation but also migration into the tissue compartment, or retention and survival within the tissue compartment, in this case. Interestingly, two B16F10 tumor reactive clones, Pmel-1 (22) and B16RC1 (23), had different tendencies in organ preference for expansion, which may represent the differences in phenotypes between these two clones. Considering that the proliferation of polyclonal CD44^hi^ CD8^+^ T cells occurs in both the dLN and tumor in a similar B16F10 subcutaneous tumor model (7), the tumor^minor^/dLN^major^ clones may proliferate greatly in the dLN but not in the tumor, whereas the tumor^major^/dLN^minor^ clones that predominate the T cell repertoire in the tumor may proliferate weakly in the dLN but greatly in the tumor. From this finding, we hypothesize that accumulation of tumor-reactive clones in the tumor is explained by two independent processes: “expansion in dLN” and “tumor *in situ* expansion.” Interestingly, anti-CD4 mAb treatment mainly increased the proportion of “dLN^major^” clones, which is consistent with our previous observation that anti-CD4 mAb treatment promotes the cell-cycle progression of CD44^hi^ CD8^+^ T cells in the dLN but not in the tumor (7).

The possibility of tumor *in situ* expansion and proliferation of T cells is also proposed in a study on the human TCR repertoire analysis in breast cancer (24) and pancreatic ductal adenocarcinoma (25). However, the immunological basis explaining the difference between tumor^minor^/dLN^major^ and tumor^major^/dLN^minor^ categories are unknown. Thus, the antigen specificity and underlying mechanisms defining the organ preference for the expansion of T cell clones should be analyzed using single-cell TCR-seq and subsequent functional analyses (26, 27). In any case, we believe that the organ preference for the expansion of T cell clones would be an important factor for designing TCR-T cell therapy; i.e., the tumor^major^/dLN^major^ clones seem to be more favorable for transfer into cancer patients.

Despite several advantages in our experimental system, there are some limitations to our TCR repertoire analysis. First, we do not have any information about the antigen-specificity of each clone. Several groups have attempted to cluster TCR clones based on the similarity between their CDR3 sequences, which seems to represent their specific antigens (28, 29). Our TCR-seq data may also be interpreted from the viewpoint of their antigens using these methods. Second, longitudinal analysis of the TCR repertoire is very difficult in mice due to a small blood volume. In addition, the ratio of naïve/memory T cell populations in specific pathogen-free young mice is considerably different from that in aged human individuals, which limits the extrapolation of our results to the CD8^+^ T cell repertoire in cancer patients. Finally, the difficulty in sampling the tumor and lymph nodes from human cancer patients should also be considered in the development of TCR repertoire analysis as an immune monitoring system.

In conclusion, we performed TCR sequencing and IOCT analysis on anti-CD4 mAb treated tumor-bearing mice and demonstrated that anti-CD4 mAb treatment enhanced the expansion of a wide variety of CD8^+^ T cell clones in the dLN and their translocation to the tumor. We expect that the experimental system and analysis module used in this study might reveal the effect of other immune checkpoint inhibitors toward the spatiotemporal response of T cell clones in the Cancer-Immunity Cycle, and contribute to establish the TCR repertoire as an important response marker in cancer immunotherapy.

## Data Availability Statement

The datasets generated for this study can be found in the NCBI GEO; accession GSE115425.

## Author Contributions

HA and SU wrote the manuscript, designed the concepts, analyzed data, performed research, and revised the manuscript. SS developed methodology, performed research, and revised the manuscript. HO performed research. SH developed methodology and revised the manuscript. KK, SI, and KM designed the concepts and revised the manuscript.

### Conflict of Interest Statement

SU and KM have ownership interest (including patents) in IDAC Theranostics. KM reports receiving a commercial research grant, and is a consultant/advisory board member for IDAC Theranostics. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: TCR Repertoire Analysis Reveals Mobilization of Novel CD8+ T Cell Clones Into the Cancer-Immunity Cycle Following Anti-CD4 Antibody Administration
**Source:** Front Immunol. 2019 Jan 24;9:3185. doi: 10.3389/fimmu.2018.03185
**Supplement:** Supplementary file 4

Supplementary Material

TCR repertoire analysis reveals mobilization of novel CD8+ T cell clones into the Cancer-Immunity Cycle following anti-CD4 antibody administration

Hiroyasu Aoki^1,2^, Satoshi Ueha^1,2*^, Shigeyuki Shichino^1,2^, Haru Ogiwara^1,2^, Shin-ichi Hashimoto^1,2,3^, Kazuhiro Kakimi^4^, Satoru Ito^1,2,5^, Kouji Matsushima^1,2^

## 1. Supplementary Methods

**High-throughput sequencing of the TCR repertoire**

TCR sequencing libraries for next generation sequencing were prepared from the mRNA of sorted CD8^+^ T cell samples according to the protocol described in (Shichino et al. *JCI Insight*, 2018, in press, GSE110711) with some modifications. Briefly, 5 pmol of BioEcoP-dT25-adapter was bound to 20 μL of Dynabeads M270 streptavidin (Thermo Fisher Scientific, MA, USA, #DB65305). The washed beads (20 uL) were added to each cell lysis buffer [1% LiDS, 100 mM Tris-HCl (pH 7.5), 500 mM LiCl, 10 mM EDTA, and 5 mM DTT] and incubated for 30 min at room temperature with gentle rotation. Beads were washed once with wash buffer A [0.1% LiDS, 10 mM Tris-HCl (pH 7.5), 150 mM LiCl, and 1 mM EDTA] and three times with wash buffer B [10 mM Tris-HCl (pH 7.5), 150 mM LiCl, and 1 mM EDTA]. Beads were then suspended in 10 μL of RT mix 1 [1× SSIV buffer (Thermo Fisher Scientific), 2 mM dNTP, 12 mM MgCl2, and 3.2 U/μL RNaseIn Plus (Promega)] and incubated for 90 s at 70ºC, 5 min at 35ºC, and immediately cooled on ice. RT mix 2 [10 μL; 1× SSIV buffer, 10 mM DTT (Thermo Fisher Scientific), 10 U/μL Superscript IV (Thermo Fisher Scientific), and 2 M betaine (Sigma-Aldrich)] was added, and reverse transcription was performed for 5 min at 35ºC and 15 min at 50ºC. Beads were washed once with cell lysis buffer, twice with B&W-T buffer [5 mM Tris-HCl (pH 7.5), 1 M NaCl, 0.5 mM EDTA, and 0.1% Tween-20], once with Tris-HCl (pH 8.0) and added 20 μL of RNase H mix [1× first-strand buffer (Life Technologies, Carlsbad, CA, USA), 5 mM DTT, 0.6 U RNase H (Thermo Fisher Scientific)], and incubated for 20 min at 37ºC to digest reverse-transcribed mRNA. Beads were washed, 20 μL of TdT mix [50 mM Tris-HCl (pH 8.0), 100 mM KCl, 3 mM MgCl2, 1 mM CoCl2 (Roche), 0.65 mM dATP (Thermo Fisher Scientific), and 15.2 U/μL TdT (Roche)] was added on an ice-chilled aluminum rack, and polyA-tailing was performed for 3 min 20 s at 37ºC. The reaction was stopped by adding 5 μL of 0.5 M EDTA, and the enzyme was heat-inactivated by incubation for 10 min at 65ºC. Beads were washed, 25 μL of second-strand synthesis mix [1× KAPA Hifi ReadyMix (KAPA Biosystems, Wilmington, MA, USA) and 0.4 µM anchored tagging primer] was added, and second-strand synthesis was performed according to the following program: 95ºC for 2 min, 98ºC for 20 s, 44ºC for 2 min, 72ºC for 7 min, and hold at 4ºC. Beads were washed, and 1/4 of the beads were used for the first round of whole-transcript amplification (WTA) in 25 μL of first-round WTA mix [1x NEBNext Ultra II Q5 Master Mix (New England Biolabs, MA, USA), 0.4 µM 5’ WTA primer, and 0.4 µM 3’ WTA primer] using the following program: 98ºC for 1 min, five cycles of 98ºC for 20 s, and 65ºC for 7min 15 s, followed by 72ºC for 5 min and a hold at 4ºC. PCR products were purified twice with 0.6x AmPure XP beads (Beckman Coulter, CA, USA) and eluted with 15 μL of nuclease-free water. To amplify the TCR cDNA containing complementarity determining region 3 (CDR3), nested PCR of the TCR locus was performed as follows. The first PCR mix [8 μL; 1x Q5 High-Fidelity Master Mix (New England Biolabs #M0491), 0.2 μM primer mix (5′ WTA, Trac_ex, and Trbc_ex)] was added into 2 μL of elutant, and first PCR was performed using the following program: 98°C for 30 s, 10 cycles of 98 ºC for 10 s, and 65 ºC for 75 s, followed by 65 ºC for 5 min. Next, PCR products were purified twice with 0.7x AmPure XP beads (Beckman Coulter) and eluted with 10 μL of nuclease-free water. The second PCR mix [21 μL; 1x Q5 High-Fidelity Master Mix (New England Biolabs), 0.5 μM primer mix (5′ WTA, Trac_in-Bio and Trbc_in-Bio)] was added into 4 μL of elutant, and second PCR was performed using the following program: 98°C for 30 s, 18-23 cycles of 98 ºC for 10 s, and 65 ºC for 75 s, followed by 65 ºC for 5 min. Next, PCR products were purified twice with 0.7x AmPure XP beads (Beckman Coulter) and eluted with 16 μL of nuclease-free water. The purified PCR products were sheared randomly using NEBNext dsDNA fragmentase (New England Biolabs, #M0348). The fragmentation reaction mix consisted of 2.3 μL of nuclease-free water, 0.2 μL of 10 mg/ml BSA, 1 μL of 100 mM MgCl_2_, 2 μL of 10x reaction buffer, 12.5 μL of 8 ng/μL of PCR product, and 2 μL of Fragmentase. The fragmentation reaction was incubated at 37°C for 30 min, and then 5 μL of 0.5 M EDTA was added to stop the reaction. The sheared PCR products were then purified and subjected to size selection using the 0.8x AmPure XP beads (Bexkman-Coulter) to remove large fragments, and 0.8x AmPure XP beads to remove the smaller fragments, and eluted with 20 μL of Tris-HCl (pH 8.0). To capture the TCR cDNA containing the end of Constant region, the purified PCR products were incubated with 30 μL of Dynabeads M-270 Streptavidin (Thermo Fisher Scientific) for 30 min at room temperature with gentle rotation, washed 3 times with B&W-T buffer, and once with Tris-HCl (pH 8.0), and nuclease-free water. The captured TCR cDNA was repaired using NEBNext Ultra II End Repair/ dA-Tailing Module (New England Biolabs, # E7546L). The repair reaction mix contained 1.2 μL of reaction buffer, 8.3 μL of beads re-suspended with nuclease-free water, and 0.5 μL of enzyme mix. The repair reaction was incubated at 20°C for 30 min, then washed once with lysis buffer, 3 times with B&W-T buffer, and once with Tris-HCl (pH 8.0). The repaired TCR cDNA was attached to the sequencing adaptor using the DNA Ligation Kit ＜Mighty Mix＞ (TaKaRa, Shiga, Japan, #6023). The ligation reaction mix consisted of 1 μL of 10 μM P1 adaptor, 6.5 μL of beads re-suspended in Tris-HCl (pH 8.0), and 15 μL of enzyme mix. The ligation reaction was incubated at 16°C for 60 min using a thermal cycler with the cover open, washed once with lysis buffer, 3 times with B&W-T buffer, and once with Tris-HCl (pH 8.0). The third PCR mix [21 μL; 1x Q5 High-Fidelity Master Mix (New England Biolabs), 0.5 µM IonA-BC[N]-Trac or Trbc-primer, and 0.5 µM trP1 primer] was added into 4 μL of resuspended beads, and PCR enrichment was performed using the following program: 98°C for 30 s, 9 cycles of 98 ºC for 10 s, and 65 ºC for 75 s, followed by 65 ºC for 5 min. The PCR products were then purified and subjected to size selection using the 0.75x AmPure XP beads (Bexkman-Coulter) to remove large fragments, and 0.65x for TCRα, or 0.5x for TCRβ, AmPure XP beads to remove the smaller fragments, and eluted with 20 μL of Tris-HCl (pH 8.0).Amplified TCR libraries were quantified using a KAPA Library Quantification Kit (KAPA Biosystems, #KK4827) and size distribution was analyzed by agarose electrophoresis and SYBR Gold staining (Thermo Fisher Scientific, #S11494). Final TCR libraries, whose lengths were 200–300 base pairs, were pooled and sequenced using an Ion Hi-Q Chef kit, an Ion PI v3 Chip kit, and an Ion Proton Sequencer (Thermo Fisher Scientific, # A27198, #A26771, # 4476610) according to the manufacturer’s instructions, except that the input library concentration was 100 pM. The raw data from these experiments have been deposited at NCBI GEO; accession GSE115425. The sequences of the primers and adapters are shown in Supplementary Table S1.

**2.** **Supplementary Figures**

**Supplementary Figure 1**

Overview of the TCR-seq method in this paper. **(A)** **1.** Total mRNA was captured using BioEcoP-dT25-adapter-bound streptavidin magnetic beads. **2.** Captured mRNA was converted to cDNA using reverse transcriptase. **3.** Remaining mRNA was digested and poly A tail was added to 3’ end of cDNA. **4.** Primer containing poly T and universal sequence (5’ WTA) was annealed to poly A tail of cDNA, and 2^nd^ strand was synthesized by PCR. **5.** TCR locus containing CDR3 and V region were amplified by 3step nested PCR. **6.** Amplified TCR cDNA was fragmented enzymatically. **7.** TCR fragment containing biotinylated C region were captured by streptavidin magnetic beads. **8.** The captured TCR cDNA was end-repaired, dA-tailed, and ligated with adaptor sequence (P1 adaptor). **9.** The sequencing adaptor and barcode were then added using PCR. **(B)** Electropherogram of the final TCR library. The length of the final TCR library for Ion Proton next generation sequencing was about 200-300 base pairs.

**Supplementary Figure 2**

Accuracy and reproducibility of the TCR-seq method. **(A)** Accuracy of the TCR-seq method. Correlation of frequency between the Pmel-1 TCR sequence in NGS reads and Pmel-1 CD8^+^ T cells in flow cytometry plots was calculated for TCRα (left) and TCRβ (right). The correlation coefficient was calculated as the Pearson’s product-moment correlation coefficient. **(B,C)** Reproducibility of the TCR-seq method. Overlapping clones between technical replicate samples were plotted with log_10_ frequencies in each sample. The correlation coefficient was calculated as the Pearson product-moment correlation coefficient **(B)**. Frequency of overlapping clones between replicate samples are shown for the top 20 overlapping clones, as well as the clones whose frequency were below the top 20 (black) and non-overlapping (grey) clones, and the cumulative frequency of overlapping clones is calculated and shown at the top of the graph **(C)**. This experiment was done in duplicate. **(B,C)** present the data for TCRβ.

**Supplementary Figure 3**

Differences in TCRα repertoires between the dLN, PBL, and tumor in tumor-bearing mice. Mice bearing B16F10 tumors were analyzed on day 14 after tumor inoculation. **(A)** V/J segment usage plots of the dLN CD44^hi^, PBL, and tumor repertoires of a control mouse. Ribbons connecting the V and J segments are scaled by the corresponding V/J pair frequency. **(B)** Quantile statistics of the dLN CD44^hi^, PBL, and tumor in a control mouse. The second layer of the pie chart displays the combined frequency of the top 20%, 20–40%, 40–60%, 60–80%, and 80–100% clones. The third layer displays the individual frequency of the top 5 clones. **(A,B)** are figures depicting data from the same mouse. **(C)** Average of quantile statistics in control mice (n = 5). **(D)** IOCT analysis in individual control mice. The top 100 overlapping clones in at least two compartments are colored by the tissue compartment in which their frequency was the highest, whereas the clones whose frequency were below the top 100 are shown as light gray and labelled “Collapsed” in the figure legend*.* **(E)** Variability of TCR repertoire between individual mice in the dLN CD44^hi^, PBL, and tumor. The top 10 clones of each individual mice were plotted on the heat map. Each column and row represent the individual mice and clones, respectively. Colors represent the log10 scaled frequency of clones in each mouse as indicated by a color scale. Undetected clones are colored white. **(A-C)** present the data of control group. In **(E)**, T cell clones were determined as the TCR reads with the same TCR V segment, J segment, and CDR3 amino acid sequence. All figures present the data for TCRα.

**Supplementary Figure 4**

The comparison of the TCRα repertoire in the dLN, PBL, and tumor between control and aCD4 groups. Mice bearing B16F10 tumors were injected i.p. with anti-CD4 mAb on days 5 and 9, and were analyzed on day 14 after tumor inoculation. **(A)** Quantile statistics of the dLN, dLN CD44^hi^, PBL, and tumor repertoire. **(B)** Distribution plots of the dLN, dLN CD44^hi^, PBL, and tumor repertoire. The x-axis represents each clone in the descending order of frequency, and y-axis represents the frequency of each clone in the dLN, dLN CD44^hi^, PBL, and tumor repertoires. **(C,D)** Clonality **(C)** and diversity **(D)** of the dLN, dLN CD44^hi^, PBL and tumor repertoire. Clonality was calculated as 1 - Pielou index (method). Diversity was defined as the number of clones with a frequency of > 0.01%. All figures present the data for TCRα. Two-sided unpaired Student’s *t*-tests (n = 5, except for dLN of control: n = 4 and PBL of aCD4: n = 3). *, P < 0.05; **, P < 0.01; ***, P < 0.001.

**Supplementary Figure 5**

The IOCT analysis on TCRα repertoire. Mice bearing B16F10 tumors were injected i.p. with anti-CD4 mAb on days 5 and 9, and analyzed on day 14 after tumor inoculation. **(A)** Overlapping clones between the dLN CD44^hi^ and tumor. The total number (left), combined frequency in the dLN CD44^hi^ (middle), and combined frequency in the tumor (right) were compared. **(B)** Distribution plots of overlapping clones between the dLN CD44^hi^ and tumor. The x-axis represents each overlapping clone in the descending order of frequency, and the y-axis represents the frequency of each overlapping clone in the dLN CD44^hi^ (left) or the tumor (right). **(C,D)** Overlapping clones between the dLN and tumor. Repertoire overlap between the tumor and whole CD8^+^ or CD44^hi^ CD8^+^ T cells in the dLN was compared in terms of the total number of clones **(C)** and combined frequency in dLN **(D)**. **(E,F)** Overlapping clones among the dLN CD44^hi^, PBL, and tumor, which were putative tumor-reactive clones. The total number **(E)**, and combined frequency in the dLN CD44^hi^ (**F**, left), PBL (**F**, middle), and tumor (**F**, right) are compared. All figures present the data for TCRα. Two-sided unpaired Student’s *t*-tests (n = 5 for aCD4, and n = 4 for control). *, P < 0.05; **, P < 0.01; ***, P < 0.001.

# Supplementary material for: TCR Repertoire Analysis Reveals Mobilization of Novel CD8+ T Cell Clones Into the Cancer-Immunity Cycle Following Anti-CD4 Antibody Administration
**Source:** Front Immunol. 2019 Jan 24;9:3185. doi: 10.3389/fimmu.2018.03185
**Supplement:** Supplementary file 5

## Slide 1

Supplementary Figure 1
A
3’ WTA
TT・・T
AA・・A
T cell mRNA
1.
mRNA capture
3’ WTA
TT・・T
AA・・A
T cell mRNA
T cell cDNA
Reverse Transcription
2.
3’ WTA
TT・・T
T cell cDNA
AA・・A
mRNA digestion
Poly A tailing by TdT reaction
3.
3’ WTA
TT・・T
T cell cDNA
AA・・A
2nd strand synthesis
4.
TT・・T
5’ WTA
2nd strand
TT・・T
3 step PCR for
TCR cDNA amplification
1st: 3’WTA-5’WTA
2nd: Trc ex -5’WTA
3rd: Trc in-Bio -5’WTA
AA・・A
5.
3’ WTA
5’ WTA
AA・・A
Trc_ex
5’ WTA
AA・・A
Trc_in-Bio
5’ WTA
600 bp
6.
Enzymatic fragmentation
(200-300bp)
biotin-TCR DNA capture by streptavidin beads
7.
C region
CDR3
V region
End Repair/ dA-Tailing
Adaptor Ligation
T
8.
A
P1 adaptor
T
A
PCR with adaptor/ barcoding primers
9.
trP1
IonA-Barcode-Trc
B
500bp
100bp
TCR library (200-300bp)

## Slide 2

Supplementary Figure 2
A
TCRα
TCRβ
B
C
96.7%
96.5%
86.2%
86.6%
100
75
50
25
0
102
101
100
10-1
10-2
102
101
100
10-1
10-2
10-3
r = 0.994
r = 0.928
Detected clones (%)
Frequency in Rep.2 (%)
10-3
10-2
10-1
100
101
102
10-2
10-1
100
101
102
Rep.1
Rep.2
Rep.1
Rep.2
Frequency in Rep.1 (%)

## Slide 3

Supplementary Figure 3
dLN CD44hi
PBL
Tumor
C
A
V segments
J segments
V segments
J segments
V segments
J segments
Top 5
-100%
-80%
-20%
-60%
-40%
B
Top 5
Top 5
-100%
-100%
-80%
-60%
-40%
-80%
-60%
-40%
-20%
-20%
D
Control_4
Control_5
Control_1
Control_2
Control_3
100
75
50
25
0
Frequency of Overlapping clones in tissue compartments (%)
dLN CD44hi
PBL
Tumor
dLN CD44hi
PBL
Tumor
dLN CD44hi
PBL
Tumor
dLN CD44hi
PBL
Tumor
dLN CD44hi
PBL
Tumor
Non-overlapping
Collapsed
Max in dLN CD44hi
Max in PBL
Max in Tumor
E
Top 10 clones
in individual mice

## Slide 4

Supplementary Figure 4
A
dLN whole
dLN CD44hi
PBL
Tumor
Control
aCD4
B
dLN whole
dLN CD44hi
PBL
Tumor
Control
aCD4
C
dLN whole
dLN CD44hi
PBL
Tumor
D
dLN whole
dLN CD44hi
PBL
Tumor

## Slide 5

Supplementary Figure 5
A
Overlapping clones between dLN CD44hi and tumor
B
Control
aCD4
C
D
Control
aCD4
Control
aCD4
E
F
Total number
Freq. in dLN CD44hi
Freq. in PBL
Freq. in Tumor

How the deposited data were processed for this re-analysis (not part of the article)

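TCR-seq of CD8+ T cells from B16F10-bearing mice was re-analysed, with 5 control mice and 5 mice given 200 μg of anti-CD4 mAb on days 5 and 9 after inoculation and analysed on day 14. All mice had received 20000 Pmel-1 cells 10 days before the tumor cells. The 69 libraries were 28 of TCRβ and 37 of TCRα from these mice and 4 technical replicate libraries of tumor TCRβ. Same-numbered dLN, PBL and tumor libraries of a group come from the same mouse, according to the sample labels and the legend of Figure 2. Numbers were not used to pair control with aCD4 mice.

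The reads were processed by the authors, according to the paper, with Cutadapt 1.11, PRINSEQ 0.20.4, MiXCR 1.8.2 and VDJtools 1.1.1. The count of a clone is its number of reads, as deposited, after the authors removed nonfunctional clones and down-sampled each library to a coverage set by its number of sorted cells (9 reads per cell for TCRβ, 5 for TCRα). The fraction of a clone is its count divided by the library total, as deposited by the authors, and this total was larger than the sum of the listed clones because clones under 5 reads (TCRβ) or 3 reads (TCRα) were left out, except in the TCRβ dLN CD44 hi library of aCD4 mouse 3, where no clone under 12 reads was listed. These fractions, as percent, were the frequencies used here. The clones listed equaled the passed clones of Supplementary Tables 2 (TCRα) and 3 (TCRβ) in 64 of 65 mouse libraries, the exception being the TCRβ dLN CD44 hi library of aCD4 mouse 3. The listed clones held 92.0% to 99.9% of the TCRβ libraries and 99.2% to 99.9% of the TCRα libraries.

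A clone was defined by V segment, J segment and CDR3 nucleotide sequence, and a clonotype by V segment, J segment and CDR3 amino acid sequence. Clonality was 1 minus the Shannon entropy of the listed frequencies, not rescaled to a sum of 1, divided by the logarithm of the number of listed clones. Diversity was the number of clones above 0.01%, the top 20% clones were the most frequent 20% of listed clones, and major clones had at least 0.1%. Evenness of V/J usage was the normalized Shannon entropy of V/J pairs. Overlapping clones were those listed in both or all libraries of the same mouse. Public clonotypes were found in at least 2 mice.

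Group means were compared with two-sided exact permutation tests over all splits of the mice (252 for 5 against 5 mice, 56 for 5 against 3), compartments of control mice by permuting which 5 of the 15 libraries were tumors, and values within mice by sign flips or by permutation within the mouse. Relations were tested with 100000 permutations. p values were adjusted within families of related measures by the method of Benjamini and Hochberg. Reads per V or J segment (at least 10 reads in at least 3 libraries) and per public dLN CD44 hi clonotype (found in at least 5 mice) were compared between groups with edgeR 4.0.16 and TMM factors at an adjusted p of 0.05, and with DESeq2 1.42.0. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 and R 4.3.3 were used. edgeR was tested on simulated data in which 1 in 5 features was changed. At a simulated log2 fold of 2 it found 85.7% of changed TCRβ segments and 90.0% of changed TCRα segments in dLN CD44 hi, and 14.3% and 0% in tumors. At a log2 fold of 6 it found 0% of changed TCRβ clonotypes and 2.06% of changed TCRα clonotypes, and at 10 it found 47.5% and 81.4%.

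Segments and clonotypes named in the text were chosen by a rule: up to 10 past the threshold per compartment and chain by size of the change, the Pmel-1 and B16RC1 clones, the leading clone of each tumor in each chain, the 10 clonotypes found in most tumors in each chain, and per group the 5 overlapping TCRβ clones highest in dLN CD44 hi and the 5 highest in the tumor. Sequences of the Pmel-1 and B16RC1 TCRα clones are those of Figure 6A. The TCRβ sequence taken for Pmel-1 comes from general knowledge of this TCR and was not stated in the sources used here. Invariant NKT chains (TRAV11 with TRAJ18 and the CDR3 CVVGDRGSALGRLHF) and MAIT chains (TRAV1 with TRAJ33 and a CDR3 of the form CAVxDSNYQLIW) were searched as markers of other T cells. Chains of these segments with another CDR3 were not counted.

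Tests, measures, the rule for names and most alternatives were fixed before the data were examined. These alternatives were clones by amino acid or CDR3 alone, minimum reads (2 reads, or those of 1 cell), equal reads and equal cells (20 draws each), a filter on clones with 1000 times more reads in another mouse, the top 100 clones, the root of Simpson's index, diversity above 0.005% or 0.02%, major clones at 0.05% or 0.2%, log10 and linear scales, public clones within a group, by nucleotides or in all 10 mice, edgeR without TMM, without the minimum or with clones per segment, DESeq2, a replicate block, and leaving out each mouse. Alternatives chosen after seeing the data were a minimum of 12 reads in dLN CD44 hi, leaving out Pmel-1, filters at 50 times between mice and within a mouse, and giving to Pmel-1 the TCRβ reads missing from the down-sampled totals. The technical replicate libraries entered no group comparison, since their mice are not given in the labels. Flow cytometry, tumor growth and raw reads were not analysed here.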

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

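The counts over other splits of the libraries in this part were chosen before their results were seen. The exact tests of 2 TCRα clonotypes outside dLN CD44 hi were chosen only after the result was seen.

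The peripheral repertoire of control mouse 4 was dominated by few clones. Its top 20% TCRα clones held 62.2% of PBL, with 43.7% in the nearest other control mouse, and its PBL clonality was 0.232, with 0.0637 in the nearest. Clones found in dLN CD44 hi, PBL and tumor held 15.4% of its PBL in TCRβ and 30.0% in TCRα (1.22% and 1.97% in the nearest mice). Its tumor had 498 TCRα clones above 0.01%, with 940 in the nearest mouse. Of its PBL, 12.5% in TCRβ was the clone that led its tumor.

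In tumors of aCD4 mice, mouse 3 stood apart with a broader repertoire. Its top 20% clones held 79.2% of TCRβ and 81.6% of TCRα (92.3% and 92.6% in the nearest mice), and it had 1383 TCRβ and 1299 TCRα clones above 0.01% (523 and 522 in the nearest mice). Control mouse 5 had a small dLN CD44 hi repertoire, with 42.3% in the top 20% TCRβ clones (45.1% in the nearest mouse), a diversity of 1872 clones (3473 in the nearest), 10.5% of overlapping clones tumor minor/dLN major (2.99% in the nearest), and 1 TCRα clone in all 3 compartments (10 in the nearest). Control mouse 1 was apart in the clonality of whole dLN TCRα (0.0447, with 0.0335 in the nearest) and in the TCRα frequency of Pmel-1 in the tumor (0.209%, with 0.0481%), and control mouse 2 in that of B16RC1 in the tumor (2.10%, with 0.220%). In all, 16 of 72 groups of mice had such a mouse, where chance alone gives about 1 in 20 groups, or 3.6. Measures of the same mouse are not independent, and no explanation was tested.

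The paper does not compare V and J segments between control and aCD4 mice. In dLN CD44 hi, edgeR called TRBV14 among 36 TCRβ segments, higher in aCD4 mice (log2 fold 0.74, adjusted p = 0.0440, 7.88 ± 1.47% and 12.3 ± 3.04%). Among 149 TCRα segments it called TRAV7N-5 higher (log2 fold 1.12, 2.17 ± 0.648% and 4.58 ± 1.79%), and TRAV13N-2 (log2 fold -1.38, 1.30 ± 0.508% and 0.482 ± 0.148%) and TRAV4-3 (log2 fold -0.69, 1.62 ± 0.398% and 0.970 ± 0.0550%) lower (adjusted p = 0.0396 for each). TRBV14 and TRAV7N-5 are the segments of the transferred Pmel-1 clone. The TCRβ library totals were below the down-sampled reads in the libraries that list this clone. Of 100 splits, the real ones included, 4 gave as many calls for TCRβ and 1 for TCRα. For TCRβ there was 1 real call and at most 2 in another split, and for TCRα 3 and at most 2. Such counts were rare among the splits, which does not exclude chance. The calls depended on single mice: without any 1 of control mice 2 to 5 or aCD4 mice 2 to 5 the TCRβ count was 0 by edgeR (8 segments at an unadjusted p under 0.05 with all mice), and without aCD4 mouse 1 it was 2. The TCRα count was 0 without control mouse 5 or aCD4 mouse 3, 4 or 5, 1 without control mouse 2, 3 or 4, and 5 without aCD4 mouse 1.

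In PBL and tumor, edgeR called 0 segments, while 1 TCRβ and 7 TCRα segments in PBL and 2 and 27 in tumor had an unadjusted p under 0.05, and DESeq2 called 0 and 2 in PBL and 1 and 11 in tumor. The real counts were 0, so all splits (56 of 56 in PBL and 100 of 100 in tumor, in both chains) gave as many, and the splits say nothing about chance here. The highest other split gave 1 and 0 calls in PBL and 3 and 2 in tumor for TCRβ and TCRα. Without control mouse 3 the TCRβ count in PBL was 1, and without aCD4 mouse 3 that in tumor was 1.

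Of 485 public TCRα clonotypes of dLN CD44 hi, edgeR called 4, all higher in aCD4 mice. These were the Pmel-1 clone and 3 that the paper does not report. TRAV14-3 TRAJ30 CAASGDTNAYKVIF was listed in dLN CD44 hi of 5 of 5 aCD4 and 0 of 5 control mice, with a mean of 0.806% that came mostly from 1 mouse with 3.78%. Elsewhere it was listed in 3 of 5 aCD4 and 1 of 5 control tumors (exact permutation test, p = 0.167), in 2 of 5 and 1 of 4 whole dLN libraries (p = 0.556) and in 1 of 3 and 0 of 5 PBL libraries (p = 0.75). The same CDR3 with TRAV14D-3-DV8, a segment of the same family that was counted apart, led the tumor of control mouse 3. TRAV16D-DV11 TRAJ26 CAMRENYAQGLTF was also listed in dLN CD44 hi of 5 of 5 and 0 of 5 mice, with a mean of 0.0506%. It was listed in 3 of 5 aCD4 and 1 of 5 control tumors (exact permutation test, p = 0.167), in 4 of 5 and 1 of 4 whole dLN libraries (p = 0.143), and in 0 of 3 aCD4 and 1 of 5 control PBL libraries, at 0.128% in the latter (p = 1). TRAV6D-7 TRAJ30 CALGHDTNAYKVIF had 0.113 ± 0.0689% in control and 0.563 ± 0.305% in aCD4 mice (log2 fold 3.27, edgeR adjusted p = 0.0447), with 4 of 5 aCD4 mice above all control mice. Of 100 splits, the real one included, 2 gave at least 4 calls (5 in the highest other), which does not exclude chance. The TRAV14-3 and TRAV16D-DV11 clonotypes met the minimum of 5 mice through aCD4 mice alone, the group in which they were called higher. Without aCD4 mouse 1, 3 or 5 the count was 2. Of 202 TCRβ clonotypes edgeR called 0, with 6 at an unadjusted p under 0.05 and 1 called by DESeq2. With a real count of 0, all 100 of 100 splits gave as many calls (at most 1 in another split), which says nothing about chance. Without aCD4 mouse 1 or control mouse 5 the count was 2 and without control mouse 1 it was 1.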

How the results depend on the processing

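The alternatives that left out the Pmel-1 clone, gave it the reads missing from the TCRβ library totals, required 12 reads in dLN CD44 hi or removed clones at 50 times more reads elsewhere were chosen only after the results were seen. With the missing reads Pmel-1 held 10.2% of control and 27.5% of aCD4 dLN CD44 hi, above the 1.9% and 4.5% of flow cytometry in the paper.

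The larger overlap between dLN CD44 hi and tumor in aCD4 mice and the higher top 20% frequency and clonality of dLN CD44 hi kept their direction and their side of the threshold in both chains under all alternatives run on them, and leaving out each mouse gave differences of 294.7 to 339.0 overlapping TCRβ clones and 14.0 to 16.2 percentage points in the top 20% TCRβ clones. Of 1485 values of 105 results under the other alternatives, 1345 kept direction and call or, where no test could pass, stayed within 1 SD, 27 became weaker, 24 stronger, 55 moved and 34 reversed. Of 200 values under later alternatives, 187 did so, 1 became weaker, 6 stronger, 1 moved and 5 reversed. Of the reversed values, 2 had a call, either before or after, and the others had none. Where no cause is given below, the cause was not tested.

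The diversity of dLN CD44 hi TCRβ reversed above 0.005% (245) and was weaker in equal cells (-962). In TCRα of the whole dLN, diversity reversed above 0.02% (-701) and was stronger above 0.005% (1582), while the top 20% difference was weaker as top 100 clones (0.932) and that in clonality was weaker as the root of Simpson's index (0.00196). TCRα diversity of dLN CD44 hi was stronger above 0.02% (-925) and reversed above 0.005% (1421) and in equal cells (91.5). Tumor major/dLN major clones were stronger with amino acid clones (1.78), in equal cells (2.49) and at a threshold of 0.2% (0.832), reversed at 0.05% (-1.02) and fell to 0.0372 with the missing reads given to Pmel-1, and tumor major/dLN minor clones were weaker at 0.05% (-3.87). The TCRα Pmel-1 difference in dLN CD44 hi was weaker on the log10 scale (0.779). Differences without a call reversed for clones minor in both compartments with the filter at 1000 times (0.314) and at thresholds of 0.05% (2.95) and 0.2% (1.61), for PBL TCRβ as top 100 clones (-0.743) and for PBL TCRα clonality as the root of Simpson's index (-0.00464).

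Among later alternatives, tumor minor/dLN major clones were stronger with the filter at 50 times between mice (5.32), without Pmel-1 (5.73) and with the missing reads given to it (3.75). The log2 fold in dLN minus that in tumor was stronger with that filter (1.71) and without Pmel-1 (1.77). Giving it these reads also made the triple overlap frequency in tumor stronger (32.3) and the most frequent TCRβ V/J pair of control tumors weaker (8.56), and reversed, without a call, the mean frequency of an overlapping clone in dLN CD44 hi (-0.0453), the frequency at rank 100 there (-0.0113), clones minor in both compartments (1.87) and the aCD4 effect on clonality in dLN CD44 hi minus that in tumor (0.103). The last also reversed at 12 reads (0.00601).

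Public clones held less when matched within a group (TCRβ 15.1% of dLN CD44 hi and 2.02% of PBL, TCRα 27.1% and 5.82%) or by nucleotides (11.0%, 0.735%, 26.6% and 6.37%), both stricter by construction. They also held less of TCRα in equal cells (36.1%) and of tumor TCRβ with the filter at 50 times (16.1%). Technical replicates correlated at 0.994 and 0.928 on the linear scale.

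The number of called segments in dLN CD44 hi TCRβ was 2 in edgeR without TMM, and 0 in edgeR without the minimum (9 at an unadjusted p under 0.05) and with clones per segment (7). In TCRα of dLN CD44 hi it was 5 with DESeq2 and 10 with clones per segment. DESeq2 called 1 segment in tumor TCRβ, 2 in PBL TCRα, 11 in tumor TCRα and 1 dLN CD44 hi TCRβ clonotype. TCRα clonotypes called were 2 without TMM and 1 of 15 when required in all 10 mice, which was not run for TCRβ with 1 such clonotype.

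Libraries of the same number in a group come from 1 mouse and form a replicate block. With the replicate block the difference between dLN CD44 hi and whole dLN, over the 9 mice together, was 97.7 clones and 7.69 percentage points, stronger than in the 4 control mice alone, and the comparisons of control compartments kept their call. Taking the number as a replicate block across the treatment groups, edgeR called 0 TCRβ segments (5 at an unadjusted p under 0.05; DESeq2 was run without the block) and 1 TCRα segment in dLN CD44 hi. Deviations from the group means over 78 measures correlated from -0.492 to 0.371 between control and aCD4 mice of the same number, and 0 of 5 control mice correlated best with their own number, so the numbers were not taken to pair the groups.

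Leaving out each mouse in turn gave these ranges where a call or value changed. Without control mouse 5, calls appeared for TCRβ major clones in dLN CD44 hi (14.2 to 54.7 over all mice left out), TCRα major clones there (-4.55 to 32.2), the mean frequency of an overlapping clone in dLN CD44 hi (0.00750 to 0.0228 in TCRβ, 0.00437 to 0.0180 in TCRα), tumor major/dLN major (1.14 to 2.46) and tumor minor/dLN major clones (2.97 to 5.6), and the log2 fold in dLN minus tumor (0.87 to 1.64). Without aCD4 mouse 3, calls appeared in tumors for the top 20% clones (4.43 to 8.58 in TCRβ, 5.39 to 9.38 in TCRα), diversity (-502 to -217 in TCRβ, -536 to -279 in TCRα), TCRα clonality (0.101 to 0.175, also without control mouse 4) and TCRα major clones (-36.05 to -23.05, also without control mouse 4 or aCD4 mouse 5). TCRβ major clones in tumor passed without control mouse 1 (-28.25 to -10.4).

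Differences without a call changed sign when 1 mouse was left out for the TCRβ frequency at rank 100 (-0.00546 to 0.0134) and that of TCRα (-0.0105 to 0.00323), TCRα major clones of the whole dLN (-2.93 to 5.73), clones minor in both compartments (-2.17 to 1.15), the aCD4 effect on clonality in dLN CD44 hi minus that in tumor (-0.0561 to 0.0456) and Pmel-1 TCRα in tumor (-0.00629 to 0.0907). In PBL, where no test can pass with 1 mouse less, the sign also changed for clonality (-0.0109 to 0.0262 in TCRβ, -0.0307 to 0.0499 in TCRα), diversity (-108 to 376.5 and -63.5 to 168), major clones (-70.8 to 59.7 and -65 to 54.5) and the top 20% TCRα clones (-1.38 to 7.74). B16RC1 kept its direction, with 0.0267 to 0.137 in dLN CD44 hi (lowest without aCD4 mouse 2) and 5.24 to 14.6 in tumor (lowest without aCD4 mouse 4).

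Calls were lost for the TCRα clonality of the whole dLN (0.0101 to 0.0151, without control mice 2, 3 or 4 or aCD4 mice 1, 3, 4 or 5), the TCRα V/J pair in the test over libraries (13.3 to 19.1, without control mice 1, 2 or 3), the number of TCRα clones of aCD4 mice shared with the tumor, dLN CD44 hi minus whole dLN (121.5 to 163, without aCD4 mice 2, 4 or 5), and TCRα Pmel-1 in dLN CD44 hi (1.66 to 3.02, without any mouse but aCD4 mouse 1). Fewer mice allow fewer splits, which raises the smallest possible p. The share of public TCRα clones in dLN CD44 hi ranged from 34.5% to 37.5%, as fewer mice share fewer clones. Called segments ranged from 0 to 2 in dLN CD44 hi, 0 to 1 in PBL and 0 to 1 in tumor for TCRβ, and from 0 to 5 in dLN CD44 hi TCRα. Called clonotypes ranged from 0 to 2 in TCRβ and 2 to 5 in TCRα.

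The depth limits rare clones: clones under 5 (TCRβ) or 3 reads (TCRα) are not listed, nor clones under 12 reads in the TCRβ dLN CD44 hi library of aCD4 mouse 3, which lists fewer clones than passed according to Supplementary Table 3. Absence from a library therefore does not show that a clone was absent from the sample. With 5 mice against 3, the smallest p of 0.0357 leaves little room for adjustment.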

Differences from the paper's values

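Of 49 values that the paper states or shows and that were also computed here, 41 lay within the larger of the SD here and the error that the paper states. The other 8 had neither error to compare with. Of these, 1 differed, 2 are correlations given below, 4 are combined frequencies of the clones shared by technical replicates (85.9% to 96.5% here), which were close to the values printed in the paper's figure, and 1 is the highest TCRα frequency of Pmel-1 (5.61% here), which was close to the value read by eye from the paper's figure. The highest TCRβ frequency of Pmel-1 in a library is about 45% in the paper's Supplementary Figure 2A, read by eye, and is 8.58% as listed. No alternative set before the data were examined reached the paper's value, with 9.33% both at a minimum of 2 reads and at the reads of 1 cell. With the reads missing from the down-sampled totals given to the clone, a setting chosen after seeing the values, it was 44.7%. With that setting, the share of the most frequent TCRβ V/J pair in control tumors no longer passed the test (exact permutation test, p = 0.0586, n = 5 mice). The rise of tumor major/dLN major clones, which the paper describes as a tendency, fell to 0.0372 percentage points (exact permutation test, p = 0.976).

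Some statements of the paper were not met by the exact tests. The paper marks the higher frequency in the tumor of clones shared by dLN, PBL and tumor as significant, and here the exact p was 0.0714 in both chains, with TCRβ means of 19.4% and 50.1% (n = 5 and 3 mice). With the missing reads given to Pmel-1, a setting chosen after seeing the values, the exact p was 0.0357 in TCRβ. The paper describes the distribution of dLN CD44 hi clones as shifted upward in aCD4 mice. Here the frequency was higher at rank 10 and lower at rank 300. For the overlapping clones, the frequency at rank 10 was higher in aCD4 mice in both dLN CD44 hi and tumor, as the paper describes.

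The paper reports a higher frequency of Pmel-1 TCRα in the dLN of aCD4 mice, which here had an exact p of 0.0397 and, over 4 tests, an adjusted p of 0.159. For the dLN of control mice, the paper marks a higher overlapping frequency in CD44 hi than in whole dLN cells. Here the exact p between libraries was 0.171 (n = 4 mice), the frequency was higher in 4 of 4 mice, and within the 9 mice of both groups the exact sign-flip p was 0.00391. Technical replicates correlated at 0.870 and 0.776 on log10 frequencies, and on the linear scale at 0.994 and 0.928, which match the values printed in the paper's figure.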

Other observations

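The tests of carry-over between mice, of nucleotide sharing between tumors, of the Pmel-1 TCRβ frequencies and of the TRAV6D-7 TRAJ30 clonotypes were chosen only after the result was seen.

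TRAV6D-7 TRAJ30 clonotypes of the form CALGxDTNAYKVIF, to which B16RC1 belongs, made up a large part of the tumor TCRα repertoire. Together they held 10.1 ± 6.07% (SD, n = 5 mice) of control tumors and 29.0 ± 21.5% of aCD4 tumors, up to 59.0% in 1 mouse (two-sided exact permutation test, p = 0.0873). In dLN CD44 hi they held 0.300 ± 0.132% and 0.949 ± 0.510% (exact permutation test, p = 0.0397). They were found in 10 of 10 tumors with 15 nucleotide sequences. A higher share in aCD4 tumors cannot be told apart from the spread between mice, from 0.975% to 59.0% in aCD4 tumors.

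Within aCD4 mice, clones frequent in dLN CD44 hi tended to be frequent in the tumor. Spearman's rho over overlapping TCRβ clones was 0.348 on average (0.249 to 0.457 in single mice), and 0.136 in control mice. Whether clones expand alike in both places stays open, since aCD4 mouse 1, at 0.249, lay below the other aCD4 mice, and a relation over clones of a mouse does not make clones independent replicates. Invariant NKT chains with the single CDR3 searched were not listed in dLN CD44 hi or PBL and reached at most 0.0170% in a whole dLN library, with 0.00347 ± 0.00382% of control and 0.00100 ± 0.00157% of aCD4 tumors. MAIT chains reached at most 0.268% in a PBL library and held 0.0109 ± 0.0102% and 0.0104 ± 0.0127% of tumors.

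More clones overlapped between dLN CD44 hi and tumor in aCD4 mice. The tables argue against unequal numbers of sorted cells and reads as the whole cause, since 252.38 more TCRβ clones overlapped at equal cell equivalents. For reads carried between the libraries of a mouse, 305 more clones remained when clones with 50 times more reads in one library were left out. This argues only against carry-over at least 50 times below its source. Clones of the aCD4 mouse 4 tumor were found in that of mouse 5 at up to 2.82% of their reads, a level this filter would pass. The tables also argue against public clones or reads carried between mice, since other aCD4 tumors shared 7.10% of the number shared with the own tumor. By combined frequency in dLN CD44 hi the clones shared with another aCD4 tumor held 5.08%, against 24.4% for the own tumor. The transferred Pmel-1 clone, which counts in both, was alone listed at 4.49%. An effect of the treatment may explain the overlap, and remains a hypothesis found and tested on the same data.

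Leading tumor clones were shared between some mice down to the nucleotide sequence. Of TCRβ matches of tumor clones of at least 1%, 64.2% had the same nucleotides (77.5% in TCRα). Matches of PBL clones of any listed frequency gave 29.2% and 58.3%, so clone size differs along with compartment. Reads carried between libraries cannot be told apart from convergent selection by the TCRβ share in tumors, which lay between the bounds set for both. In 5 ordered pairs of tumors, at least 10 of 20 leading TCRβ clones of one were found in the other, and 60% were the same pairs in both chains. Clones of aCD4 mouse 4 were found in aCD4 mouse 5 (18 of 20). Those of aCD4 mouse 5 were found across the groups, in control mouse 1 (15) and control mouse 3 (14). In the 5 TCRβ pairs, no found clone exceeded 2.82% of its reads in the first tumor, with medians of 0.0564% to 1.30%. These values argue against expansion of the same TCRβ clones in both tumors of a pair. In the 3 TCRα pairs the highest clones reached 122% to 359%, so shared selection of receptors stays open there and was not tested. Cells or RNA mixed before the chains were separated may contribute.

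The TCRβ frequencies of the Pmel-1 clone were unlike those of other clones. Of the libraries that list it, 96.2% gave it with 3 or fewer significant digits, against 3.85% of other leading clones, so the entry may have been set apart. Its reads may have been removed after down-sampling, since giving back the reads missing from the library totals raised its highest frequency to 44.7%, and TCRα totals had none missing. They may have been set to the percentage measured by flow cytometry. Of the 4 group means in dLN CD44 hi and tumor, 3 lay within 10% of the paper's flow cytometry means, against 0 of 4 in TCRα. The remaining mean, of control dLN CD44 hi, was 1.90 ± 0.792% (SE) over the 4 libraries listed with 3 or fewer digits. By flow cytometry it was 1.9 ± 0.8%. The paper's legend gives 5 control and 4 aCD4 mice for dLN CD44 hi, so neither number of mice matches the means here. These are hypotheses from the same data, and the TCRβ frequencies of other clones rest on the reduced totals.

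Technical replicate libraries 1-1 and 1-2 held 96.7% and 97.5% of their frequency in clones also listed in the tumor of aCD4 mouse 2, and libraries 2-1 and 2-2 held 87.6% each in clones of the tumor of control mouse 2.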
